# The Satellite Cell Niche Regulates the Balance between Myoblast Differentiation and Self-Renewal via p53

**DOI:** 10.1016/j.stemcr.2018.01.007

**Published:** 2018-02-08

**Authors:** Valentina Flamini, Rachel S. Ghadiali, Philipp Antczak, Amy Rothwell, Jeremy E. Turnbull, Addolorata Pisconti

**Keywords:** satellite cells, muscle stem cells, niche, p53, satellite cell quiescence, self-renewal, asymmetric satellite cell division, gene expression regulation, differentiation, transcriptomics

## Abstract

Satellite cells are adult muscle stem cells residing in a specialized niche that regulates their homeostasis. How niche-generated signals integrate to regulate gene expression in satellite cell-derived myoblasts is poorly understood. We undertook an unbiased approach to study the effect of the satellite cell niche on satellite cell-derived myoblast transcriptional regulation and identified the tumor suppressor p53 as a key player in the regulation of myoblast quiescence. After activation and proliferation, a subpopulation of myoblasts cultured in the presence of the niche upregulates p53 and fails to differentiate. When satellite cell self-renewal is modeled *ex vivo* in a reserve cell assay, myoblasts treated with Nutlin-3, which increases p53 levels in the cell, fail to differentiate and instead become quiescent. Since both these Nutlin-3 effects are rescued by small interfering RNA-mediated p53 knockdown, we conclude that a tight control of p53 levels in myoblasts regulates the balance between differentiation and return to quiescence.

## Highlights

• The satellite cell niche drives a transcriptional program that promotes self-renewal
• An asymmetric increase in p53 inhibits differentiation in niche-associated myoblasts
• A sustained increase in p53 promotes quiescence at the expense of differentiation

## Introduction

Satellite cells (SCs) are quiescent muscle stem cells residing in a specialized anatomical niche located between the plasma membrane of the muscle fiber and the surrounding basal lamina (Mashinchian et al., 2017). In response to muscle damage, SCs become activated and re-enter the cell cycle. After one or more rounds of proliferation, the vast majority of SC-derived muscle progenitors (called myoblasts) exit the cell cycle and enter a terminal G0 phase that leads to differentiation, followed by fusion to existing damaged muscle fibers to repair them or one-another to generate new muscle fibers. During this process, a small portion of myoblasts do not differentiate and rather enters a reversible G0 phase of the cell cycle, effectively replenishing the pool of quiescent SCs (Olguín and Pisconti, 2012). The mechanisms that regulate these fate decisions have been investigated, and at least two models have been proposed. In the first model, activated SCs divide asymmetrically upon activation giving rise to a daughter cell that self-renews and another daughter cell that becomes a myoblast and gives rise to a myogenic progeny (Dumont et al., 2015, Kuang et al., 2007, Troy et al., 2012). In a second model, proliferating myoblasts are induced to overexpress *Pax7*, which in turn inhibits myogenin expression and promotes entry into a mitotically quiescent state (Olguín and Olwin, 2004, Wen et al., 2012). In both cases, a key role appears to be played by the extracellular environment, called the SC niche (Mashinchian et al., 2017).

The SC niche is the complex set of molecules surrounding the SC in its anatomical location and the receptors that are expressed on its surface. Several of these molecules play important roles in driving SC fate (Mashinchian et al., 2017). However, it is also well established that when SCs are completely stripped of their native niche and cultured on a proteinaceous substrate, usually collagen, laminin, or gelatin, they retain the capacity to recapitulate the fate choices normally made in the presence of the niche, including proliferation, differentiation, fusion, and generation of a population of quiescent cells resembling self-renewed SCs (Olguín and Olwin, 2004). These observations raise two questions: (1) Are SCs primed to follow the myogenic program regardless of the presence of the niche? (2) Is the transcriptional program that drives these fate decisions in SCs the same in the presence of the niche and its absence?

Here we attempt to answer these questions by investigating gene expression in SC-derived myoblasts cultured under two different conditions: in the presence of their native niche (on isolated myofibers) or in its absence (on gelatin-coated dishes). We show how myoblast gene expression is affected by the presence of the niche and identify the p53 gene network as a key regulator of myoblast fate in the presence of the SC niche. Lastly, we show that a sustained increase in p53 during myoblast cell-cycle exit inhibits myoblast differentiation while promoting quiescence.

## Results

### Dispersed and Myofiber-Associated Myoblasts Exit the Cell Cycle and Initiate Differentiation with Similar Timing

When SCs are isolated from the muscle tissue and cultured on gelatin-coated dishes, they extensively proliferate for the first 2–3 days in culture (Figures 1A, 1B, and S1). Proliferating SCs express *Pax7*, *Myf5*, and *MyoD1* and are often referred to as myoblasts. On the fourth day in culture, a few myotubes can be already observed (Figure S1). Indeed, myogenin-positive (MYOG+) cells are occasionally observed on the third day in culture (Figure 1B), suggesting that SC-derived myoblasts in dispersed cultures begin to exit the cell cycle and undergo terminal differentiation between 48 and 72 hr after isolation. Similarly, on day 3 in culture, MYOG+ cells are observed amongst myofiber-associated myoblasts (Figures 1C and 1D), which are cultured in the same medium as dispersed myoblasts. This suggests that the timing of myoblast cell-cycle exit and entry into terminal differentiation are comparable regardless of the presence of the niche. To test whether these comparable timings were driven by comparable transcriptional programs, we carried out a global gene expression analysis of SC-derived myoblasts cultured either in dispersed cultures or on explanted myofibers. We profiled gene expression in myoblasts from both cell culture types at 48 and 72 hr after isolation, when cell-cycle exit and commitment to terminal differentiation appear to occur under both culture conditions (Figures 1A–1D).

**Figure 1:**
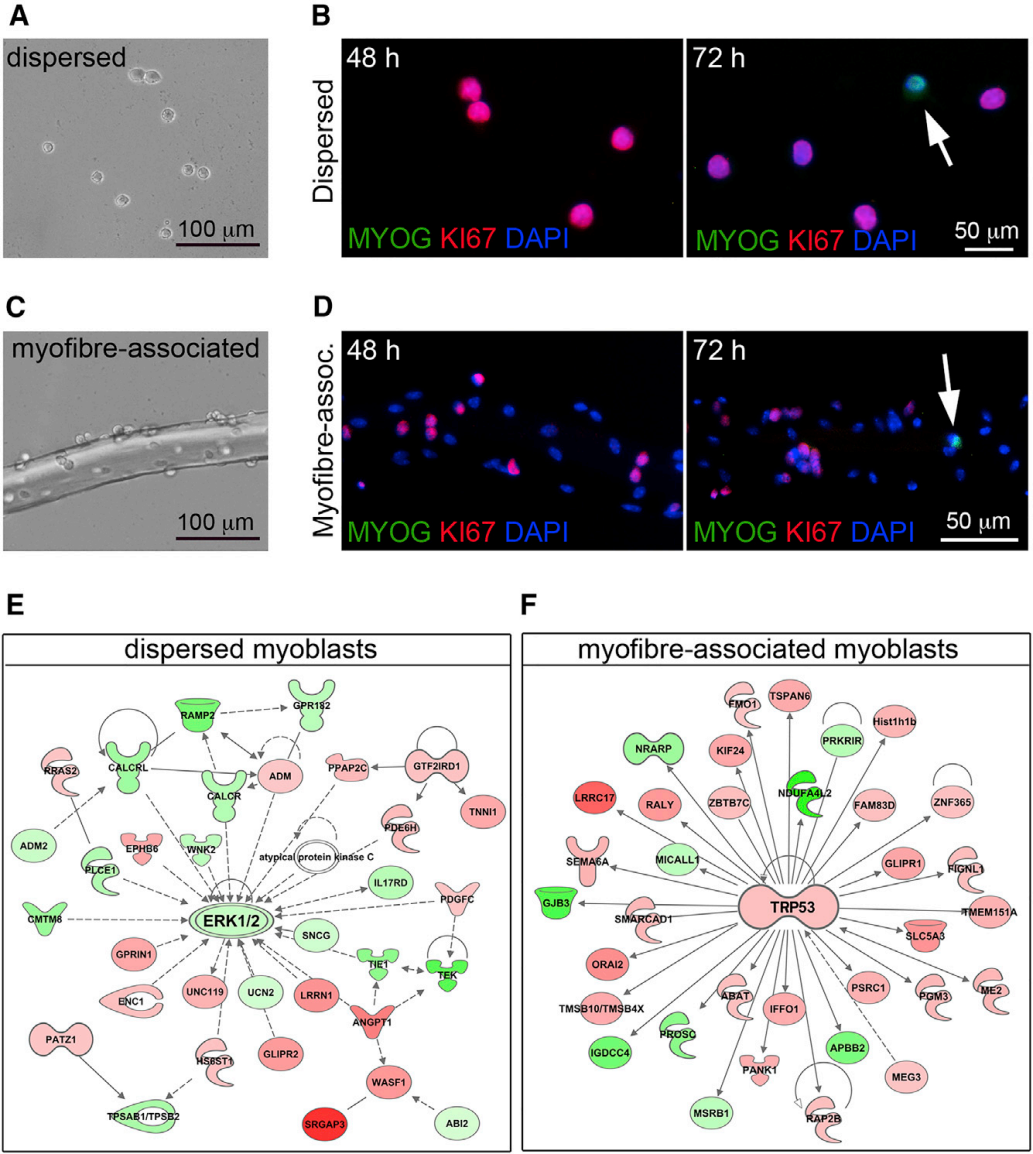
Cell-Cycle Exit and Terminal Differentiation Are Induced in Both Myofiber-Associated and Dispersed Myoblasts between 48 and 72 hr after Isolation (A and B) Dispersed myoblasts cultured on gelatin-coated plates show a rounded morphology (A) and proliferate extensively in the first 2–3 days as revealed by positive staining for the cell-cycle marker KI67+. No differentiating cells are detected at 48 hr after isolation (B). As early as 72 hr post-isolation occasionally MYOG+ cells are detected in dispersed cultures (B), arrow. (C and D) For the first 2 days myofiber-associated myoblasts (C) proliferate as revealed by positive staining for KI67+ and absence of differentiating (MYOG+) cells (D). At 72 hr after isolation a few MYOG+ cells are occasionally detected (D), arrow. (E and F) Genes differentially expressed between 48 and 72 hr in dispersed (E) and myofiber-associated (F) myoblasts were mapped to canonical gene networks using IPA, revealing that the top most enriched gene network in dispersed myoblasts is centered around *Erk1/2* downregulation (E), while the top most enriched network in myofiber-associated myoblasts is centered around *Trp53* upregulation (F). Genes labeled in green are downregulated, genes labeled in red are upregulated at 72 hr compared to 48 hr. The color intensity is proportional to the extent of up- or downregulation.

### Myoblast Cell-Cycle Exit Is Associated with Different Transcriptional Signatures in the Presence or Absence of the SC Niche

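RNA from myoblasts in 2 cultures was hybridized to one-color Agilent mouse arrays. Dispersed myoblasts were grown off the fiber on gelatin-coated plates, and myofiber-associated myoblasts were stripped with trypsin from the explanted fibers they had been cultured on. Each culture and time point (48 and 72 hr after isolation) has 4 arrays, 16 in all. The labels' source name and description call all 16 samples myofibers, and the culture was taken from the growth type that the labels list. They give 2 mice per myofiber-associated preparation and 1 mouse per dispersed preparation, and 1 of the myofiber-associated 48-hr arrays carried a pool of 2 preparations. The labels list 0.5% trypsin and mice of 11 to 13 weeks, where the paper gives 0.05% and 12 to 13 weeks. All 8 myofiber-associated arrays lay on 1 slide scanned in 1 session and all 8 dispersed arrays on another, so culture and slide cannot be told apart. On both slides the 72-hr arrays filled columns 1 and 2 and the 48-hr arrays columns 3 and 4.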

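An array holds 59305 spots for genes, with 55681 distinct probes under 34836 gene names, and the probe positions are those of the mouse genome build mm9. No gene spot was saturated. The percentage of probes well above background was 55.2% to 59.99% (median 57.0%) on the dispersed 48-hr arrays and 57.5% to 60.6% (58.6%) on the dispersed 72-hr arrays. It was 57.9% to 62.4% (61.0%) on the myofiber-associated 48-hr arrays and 58.1% to 64.3% (61.9%) on the 72-hr arrays. The number of arrays limits the precision of each value. The authors deposited the scanner's signal as intensity and a table of log2 ratios of each 72-hr array to the mean of the 48-hr arrays. Here the background-corrected signal was turned into log2 values, with the spots that the scanner software called outliers left out. Following the Microarray Analysis section, each array was loess-normalized against the mean of its culture's 48-hr arrays, and the 16 arrays were quantile-normalized together. Identical probes were averaged, the probe with the highest mean was kept for each gene, and genes with a median log2 signal under 5 were left out, which kept 20318 genes. Each culture's 72- and 48-hr arrays were compared with limma, two-sided, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.01 on the adjusted p. The comparative ratio (CR) was tested as the interaction of culture and time on all 16 arrays.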

We collected four biological replicates for each time point (48 and 72 hr) in each culture condition and analyzed gene expression by microarray technology. The extent of reproducibility across replicates was excellent (Figures S2A and S2B). By contrast, the myoblast transcriptome at 48 hr was remarkably different from the transcriptome at 72 hr under both culture conditions, as evidenced by the large number of differentially expressed genes (at q < 0.01) detected between 48 and 72 hr under either culture conditions: 1,810 in dispersed myoblasts and 1,999 in myofiber-associated myoblasts. 

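Across the genes tested, Pearson's r between the 6 pairs of arrays of 1 group was 0.995 to 0.997 for dispersed myoblasts at 48 hr and 0.993 to 0.998 at 72 hr. For myofiber-associated myoblasts it was 0.980 to 0.996 at 48 hr and 0.982 to 0.996 at 72 hr. These are correlations across genes, and genes are not independent replicates. Between the 16 pairs of a 48-hr and a 72-hr array, r was 0.986 to 0.991 in dispersed myoblasts and 0.950 to 0.985 in myofiber-associated myoblasts, so that in the latter the 2 ranges overlapped. The median SD of a gene over 4 arrays, on the log2 scale, was 0.09 and 0.10 in dispersed myoblasts at 48 and 72 hr and 0.22 and 0.18 in myofiber-associated myoblasts.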

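In dispersed myoblasts 2791 genes changed between 48 and 72 hr, 1500 of them higher and 1291 lower at 72 hr, with a median absolute log2 change of 0.59. In myofiber-associated myoblasts 1115 genes changed, 760 higher and 355 lower, with a median absolute log2 change of 1.34. At an adjusted p under 0.05 the counts were 5458 and 4589. Among the alternatives, a single limma fit of all 16 arrays moved the counts most, to 999 in dispersed and 5786 in myofiber-associated myoblasts. Without 1 array the count in dispersed myoblasts was 1665 to 2508, the lowest without 48-hr replicate 2, with low counts too without 48-hr replicate 3 (1828) and 72-hr replicates 5 (1844), 6 (1834) and 7 (1764). In myofiber-associated myoblasts it rose to 1993 without the pooled 48-hr array. It fell to 232, 437 and 472 without 48-hr replicates 7, 8 and 9, and to 293, 507 and 409 without 72-hr replicates 1, 2 and 3.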

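The largest rises in dispersed myoblasts were in Sct (log2 change 3.97, SE 0.11, adjusted p = 8.22e-06), Myog and Nebl. Nebl was above background on none of the 48-hr arrays and was at least 3.92-fold higher at 72 hr, taken against the 99th percentile of the probes not above background. The largest falls were in Ifi44 (-3.69, SE 0.23, adjusted p = 5.39e-05), Ifit3 (-3.56, SE 0.21, adjusted p = 4.78e-05) and Kcnj8 (-3.52, SE 0.67, adjusted p = 0.00676). Kcnj8 passed the threshold in 3 of the 8 fits without 1 array, with adjusted p up to 0.021 without 48-hr replicate 3. In myofiber-associated myoblasts the largest rises were in Myh3, at least 51.4-fold higher (33.5 to 77.9 without 1 array) by the same limit at 48 hr, Sct (6.04, SE 0.47, adjusted p = 0.000615) and Dynap (5.46, SE 0.44, adjusted p = 0.000725). The largest falls were in Myl3, Myh2 (-4.68, SE 0.63, adjusted p = 0.00337) and Myl2 (-4.14, SE 0.27, adjusted p = 0.000443). Myh2 passed the threshold in 5 of the 8 fits without 1 array, with adjusted p up to 0.0135.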

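Of the 3344 genes that changed in at least 1 culture, 562 changed in both. Their direction was the same for 553 genes and opposite for 9. Among all 3344 genes, 675 (20.2%) had log2 changes of opposite sign in the 2 cultures, against 38.8% of all genes tested. Across the 20318 genes the log2 changes in the 2 cultures had a Pearson's r of 0.517 and a Spearman's rho of 0.372, and r was 0.676 across the changed genes. Leaving out each array in turn gave a jackknife SD of 0.0788 for r and of 7.6 percentage points for the share of opposite sign. The largest move among the alternatives was an r of 0.379 with the genes of low signal kept.

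**Figure D1:**
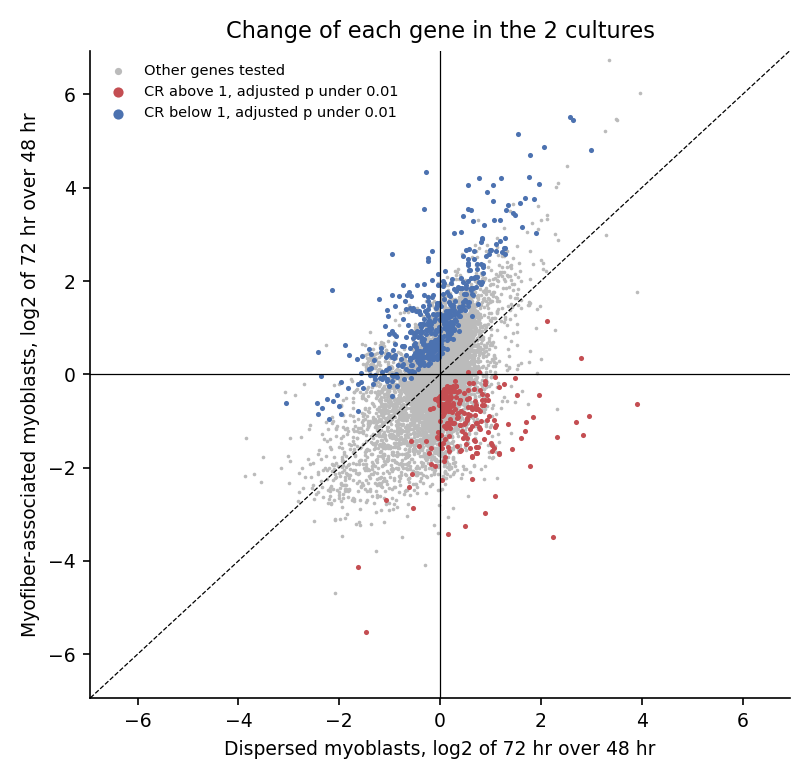
Each point is 1 of the 20318 genes, with its log2 ratio of 72 hr over 48 hr in dispersed myoblasts (horizontal axis) and in myofiber-associated myoblasts (vertical axis), and the dashed line marks equal change. Colored points passed the threshold for the CR, 223 above 1 (red, below the line) and 482 below 1 (blue, above the line).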

Interestingly, when we compared the 72 hr/48 hr fold changes between the two culture conditions, it appeared evident that gene expression changes between 48 and 72 hr were different in the two culture conditions (Figure S2C). To gain insight into the molecular mechanisms that were associated with these dramatic changes in the transcriptional signature of myoblasts between 48 and 72 hr in either dispersed or myofiber-associated cultures, we mapped the differentially expressed genes to known gene networks using Ingenuity Pathway Analysis (IPA). 

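Mapk3 (ERK1) is read by more than 1 probe, of which the brightest was used. It (NM_011952; probe on chromosome 7 of mm9, 133908973 to 133909032) fell from a log2 signal of 13.38 ± 0.06 at 48 hr to 13.04 ± 0.05 at 72 hr (SD, n = 4 arrays) in dispersed myoblasts, a log2 change of -0.35 (SE 0.05, limma adjusted p = 0.00121). Its 72-hr values all lay below its 48-hr values (exact permutation test, two-sided p = 0.0286, the smallest that 4 against 4 arrays allow). In the fit of all 16 arrays its adjusted p was 0.0525, the highest over its alternatives (0.000417 to 0.0525). In myofiber-associated myoblasts Mapk3 changed by 0.20 (adjusted p = 0.304). Between the cultures the difference had an adjusted p of 0.0274 for Mapk3.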

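Of the 36 genes labeled in Figure 1E, read by eye, 33 were measured. In dispersed myoblasts 32 of them changed in the direction of their color, 26 past the threshold, and 26 changed in that direction in myofiber-associated myoblasts too. The genes drawn as lower include Tek (log2 change -2.18), Tie1 (-2.05) and Ramp2 (-1.41). A list of 22 endothelial genes that shares no member with the network fell as a set in dispersed myoblasts, with a median log2 change of -1.42 (limma's fry rotation test, two-sided, adjusted p = 0.000372 over the lists tested). All 22 fell, 21 past the threshold and 22 adjusted over the list alone. A list of 18 genes induced by ERK signaling, written by hand like every list used here, had a median log2 change of 0.08 with 11 genes higher and 7 lower (fry adjusted p = 6.48e-05, upward). Past the threshold 6 were higher and none lower, over all genes and adjusted over the list alone. In camera with the correlation between genes estimated from the data, the alternative that moved this list most, its adjusted p was 0.343.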

The top most enriched network to which differentially expressed genes from dispersed myoblasts mapped, was centered around a decrease in the intracellular kinases *Erk1* and *Erk2* (Figure 1E). In contrast, the top most enriched network to which differentially expressed genes from myofiber-associated myoblasts mapped, was centered around an increase in the tumor suppressor *Trp53* (p53) (Figure 1F). 

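Trp53 (NM_011640; probe on chromosome 11 of mm9, 69404204 to 69404263) had a log2 signal of 9.83 ± 0.15 at 48 hr and 10.44 ± 0.17 at 72 hr (SD, n = 4 arrays) in myofiber-associated myoblasts, a log2 change of 0.61 (SE 0.12, limma adjusted p = 0.0118). In dispersed myoblasts it was 10.54 ± 0.06 and 10.48 ± 0.13 (SD, n = 4 arrays), a change of -0.06 (SE 0.07, limma adjusted p = 0.597; exact permutation p = 0.543, two-sided). The difference between the cultures was -0.67 on the log2 scale (SE 0.14, limma adjusted p = 0.00784). All 36 genes labeled in Figure 1F changed in the direction of their color in myofiber-associated myoblasts, 20 of them past the threshold, and 27 changed in that direction in dispersed myoblasts. A list of 24 p53 target genes, none of them in the network, had a median log2 change of 0.18 in myofiber-associated myoblasts, with 15 higher and 9 lower (fry adjusted p = 0.109). Past the threshold 1 was higher, over all genes and adjusted over the list alone. In dispersed myoblasts the list's median was 0.21, with 18 higher and 6 lower (fry adjusted p = 0.00187), and 6 were higher past the threshold (11 higher and 1 lower adjusted over the list alone). For the difference between the cultures the list had a median of -0.08 and a mean of 0.08 (fry adjusted p = 0.969, downward).

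**Figure D2:**
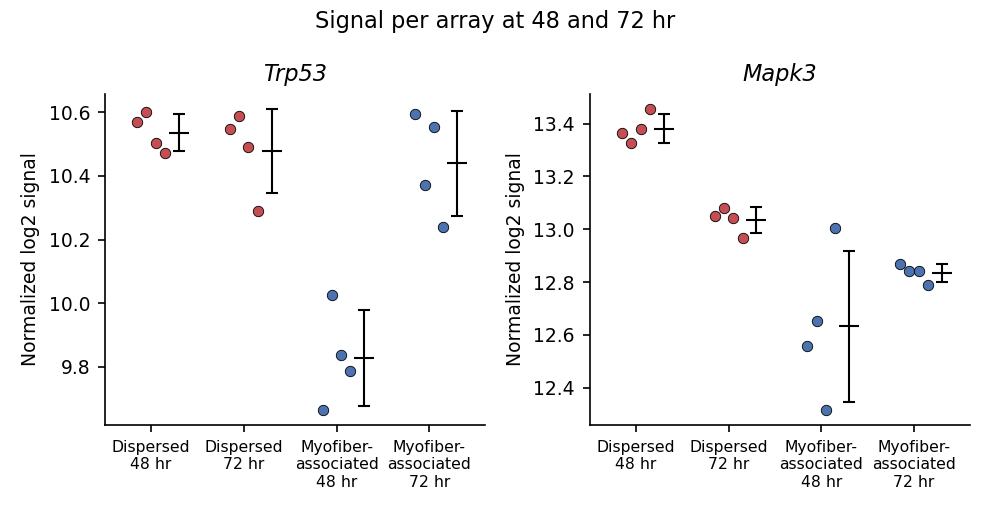
Normalized log2 signal of Trp53 and Mapk3 on each array, 4 per culture and time point; the bar beside each group of points is the mean with its SD. For Trp53 the myofiber-associated 48-hr arrays lie between 9.66 and 10.03 and the 72-hr arrays between 10.24 and 10.60.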

ERK1/2 are key promoters of myoblast proliferation (Jones et al., 2001) and, similarly, an increase in p53 levels is expected to lead to cell-cycle arrest (Levine, 1997). Thus, these results are consistent with our initial hypothesis that between 48 and 72 hr both dispersed and myofiber-associated myoblasts prepare to exit the cell cycle, though via different molecular mechanisms.

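Mki67, which encodes the cell-cycle marker KI67, changed by 0.16 in dispersed myoblasts (SE 0.10, limma adjusted p = 0.282) and by 0.44 in myofiber-associated myoblasts (SE 0.18, adjusted p = 0.0986), with an adjusted p of 0.359 for the difference. A list of 31 proliferation genes had a median log2 change of 0.07 in dispersed myoblasts, 22 higher and 9 lower (fry adjusted p = 0.292). In myofiber-associated myoblasts its median was 0.35, with 30 of 31 genes higher (fry adjusted p = 0.0802). The difference between the cultures was below 0 for all 31 genes, with a median of -0.31 (fry adjusted p = 0.132). Past the threshold, 1 of the 31 was lower in dispersed myoblasts over all genes, and adjusted over the list alone limma called none in either culture. From a fall of ERK kinases, which promote proliferation, in dispersed myoblasts and a rise of Trp53, which is expected to arrest the cell cycle, in myofiber-associated myoblasts, the paper proposes that myoblasts prepare to leave the cell cycle in both cultures by different mechanisms.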

### The Signaling Pathways that Regulate Cell-Cycle Exit in the Presence or Absence of the Niche Are Different

To further our understanding of the molecular mechanisms regulating SC gene expression in the presence and absence of the SC niche, we analyzed the canonical signaling pathways that were enriched between 48 and 72 hr in dispersed and myofiber-associated myoblasts using IPA, which assigns an activation score to a signaling pathway based on the direction and extent of change of the differentially expressed genes mapped to that signaling pathway. The first observation was that the vast majority of canonical signaling pathways moved in different directions between 48 and 72 hr in myofiber-associated versus dispersed myoblasts (Figure 2A).

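IPA's pathways and activation scores were not used here. In their place, 15 lists of 25 to 43 measured genes were named after the pathways that the text discusses. The median log2 change between 48 and 72 hr had the same sign in both cultures for 14 of the 15 lists, above 0 for 9 and below 0 for 5, and opposite signs for CREB signaling. For 7 of the 15 the median was within 0.1 of 0 in both cultures. The difference between the cultures passed a threshold of 0.05 on the adjusted p of fry for 2 of them, G1/S checkpoint regulation and CDC42 signaling. Over the 33 lists tested, those of cell types and activities included, fry passed for 25 in dispersed myoblasts, 18 in myofiber-associated myoblasts and 8 for the difference. With its preset correlation between genes, camera passed for 10, 15 and 9. With the correlation estimated from the data camera passed for 0 in each comparison, with 4, 3 and 3 lists at an unadjusted p under 0.05.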

**Figure 2:**
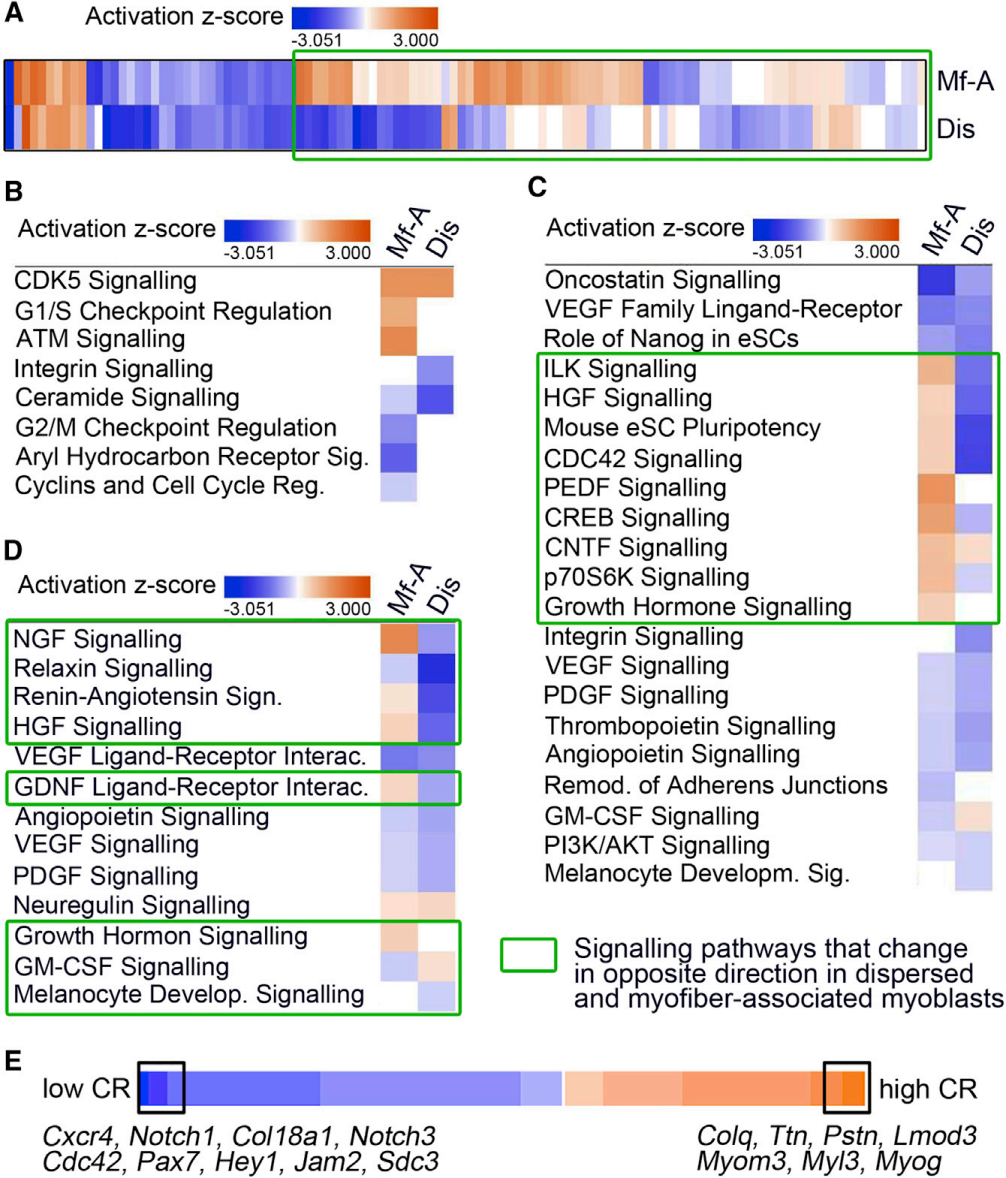
Canonical Signaling Pathways Are Differentially Activated in Dispersed and Myofiber-Associated Myoblasts (A) Genes differentially expressed between 48 and 72 hr post-isolation in dispersed (Dis) and myofiber-associated (Mf-A) myoblasts were functionally mapped to all canonical signaling pathways listed by IPA. For each signaling pathway, an enrichment p value and a *Z* score of activation were calculated and the pathways with enrichment p value < 0.01 (–log[p value] > 1.3) are plotted as heatmaps, were orange represents a positive *Z* score (= activation), blue is a negative *Z* score (deactivation), and white is *Z* = 0. Canonical signaling pathways that were not enriched enough to show a *Z* score were excluded. Canonical signaling pathways that change in opposite direction in dispersed and myofiber-associated myoblasts are highlighted by a green box. (B–D) Heatmaps obtained as in (A) for canonical signaling pathways mapping to the IPA categories: Cell Cycle (B), Cell Growth and Proliferation (C), and Growth Factor Signaling (D). (E) Heatmap distribution of the comparative ratio (CR) = ([72 hr/48 hr]_dispersed_/[72 hr/48 hr]_myofiber-associated_) for gene families that are involved in myogenesis (manual annotation, see Experimental Procedures section).

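For Cdk5 signaling, the median log2 change of 25 genes was 0.08 in dispersed myoblasts, with 14 higher and 11 lower (fry adjusted p = 0.0156, upward). In myofiber-associated myoblasts it was 0.15, with 16 higher and 9 lower (fry adjusted p = 0.0245, upward). Past the threshold 4 were higher and 2 lower in dispersed myoblasts (7 and 5 adjusted over the list alone), and 4 were higher and 1 lower in myofiber-associated myoblasts (5 and 1 adjusted over the list alone). Between the cultures the difference had a median of 0.04, a mean of -0.23 and an adjusted p of 0.106, downward, in fry.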

When we then analyzed in more detail the IPA category *Cell Cycle*, the most striking feature was a strong activation of *Cdk5 signaling* (Figure 2B) observed in both culture conditions, indicating cell-cycle arrest and preparation to differentiate (Lazaro et al., 1997, Sarker and Lee, 2004). In myofiber-associated myoblasts this was accompanied by an even stronger activation of *ATM signaling*, which is upstream of p53 and also induces cell-cycle arrest (Figure 2B). 

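The 39 genes measured for ATM signaling had a median log2 change of 0.24 in myofiber-associated myoblasts, with 27 higher and 12 lower (fry adjusted p = 0.107), and of 0.07 in dispersed myoblasts, with the same numbers higher and lower (fry adjusted p = 0.0189). Between the cultures the difference had a median of -0.155 (fry adjusted p = 0.371). In myofiber-associated myoblasts 1 was higher past the threshold over all genes, and adjusted over the list alone limma called none. In dispersed myoblasts 2 were higher and 2 lower (2 and 1 adjusted over the list alone).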

Consistently, signaling pathways that promote proliferation, such as *Ceramide signaling* (Gangoiti et al., 2012), *G2/M transition signaling*, *Cyclin signaling*, and *Aryl hydrocarbon receptor signaling* (Barouki et al., 2007, Yin et al., 2016), were inactivated in myofiber-associated myoblasts (Figure 2B). Similarly, dispersed myoblasts showed a marked inactivation of *Integrin signaling*, also pointing toward inhibition of proliferation (Figure 2B). Thus, canonical signaling pathways related to cell-cycle regulation are activated or deactivated in both culture conditions in a manner that supports preparation to exit the cell cycle. 

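In myofiber-associated myoblasts the list for ceramide signaling had a median log2 change of -0.03, with 13 of 28 genes higher (fry adjusted p = 0.936). The list for aryl hydrocarbon receptor signaling had one of -0.05, with 13 of 32 genes higher (fry adjusted p = 0.241). For the G2/M genes the median was 0.44, with 25 of 27 genes higher (fry adjusted p = 0.0245), and for cyclins and cyclin-dependent kinases 0.37, with 28 of 39 genes higher (fry adjusted p = 0.00917). Past the threshold 2 of the G2/M genes and 5 of the cyclins and kinases were higher and none lower. Adjusted over the list alone the counts were 4 higher for G2/M, and 9 higher and 2 lower for the cyclins and kinases. In dispersed myoblasts the medians in the same order were -0.05 (fry adjusted p = 0.00212), -0.01 (0.441), 0.11 (0.00594) and 0.11 (0.000546). None of the 4 differences between the cultures passed the threshold of 0.05, with fry adjusted p of 0.802, 0.969, 0.0763 and 0.0755.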

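The 41 genes measured for integrin signaling had a median log2 change of 0.08 in dispersed myoblasts, with 23 higher and 18 lower (fry adjusted p = 0.0324, upward). Past the threshold 6 were higher and 1 lower (7 and 3 adjusted over the list alone). In myofiber-associated myoblasts the median was 0.09, again with 23 higher (fry adjusted p = 0.0245), and the mean was 0.01. That mean was -0.02 with the mean of all probes per gene and with the authors' deposited table, where fry gave an adjusted p of 0.0515 and 0.147. Between the cultures the difference had a median of -0.02, a mean of 0.05 and a fry adjusted p of 0.568, downward.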

The only exception to this was the *G1/S checkpoint regulation* signaling pathway, which was activated in myofiber-associated but not dispersed myoblasts (Figure 2B). Similarly, the IPA category *Cell Growth and Proliferation* showed a series of pro-proliferative signaling pathways (ILK, HGF, PDGF, CREB, P70S6K, and CDC42 signaling pathways) that were activated in myofiber-associated myoblasts but deactivated in dispersed myoblasts (Figure 2C). 

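For G1/S checkpoint regulation the median log2 change of 43 genes was 0.21 in myofiber-associated myoblasts, with 32 higher (fry adjusted p = 0.00917), and 0.11 in dispersed myoblasts, with 33 higher (fry adjusted p = 6.48e-05). Between the cultures the difference had a median of -0.13, with 26 genes below 0 (fry adjusted p = 0.0436). Past the threshold for the difference 5 were below 0 and none above (7 below and 3 above adjusted over the list alone).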

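In dispersed myoblasts, the list for HGF signaling had a median log2 change of -0.04 (fry adjusted p = 0.00197) and the list for PDGF signaling -0.05 (0.00875). In the same cells the medians were 0.04 for ILK signaling (fry adjusted p = 0.0189), 0.10 for CREB signaling (0.00187), 0.02 for P70S6K signaling (0.441) and 0.06 for CDC42 signaling (0.0324), all upward. In myofiber-associated myoblasts HGF had a median of -0.16 (fry adjusted p = 0.0395, downward), PDGF -0.25 (0.109), ILK 0.10 (0.176), P70S6K 0.03 (0.608) and CDC42 0.21 (0.0245). CREB had a median of -0.05 there, a mean of 0.12 and an adjusted p of 0.037, upward. The mean of the P70S6K genes was below 0 in both cultures, -0.01 in dispersed and -0.00393 in myofiber-associated myoblasts, and above 0 in both after scaling to the 75th percentile. CDC42 signaling was the list whose difference between the cultures passed the threshold (median -0.16, 23 of 32 genes below 0, fry adjusted p = 0.0408), with 4 genes below 0 past the threshold over all genes and adjusted over the list alone. For the other 5 lists the adjusted p of the difference was 0.106 to 0.886.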

Since proliferation and cell-cycle exit are mutually exclusive, the fact that both pro-proliferation and pro-cell-cycle exit pathways are activated in myofiber-associated myoblasts, supports previous findings that myofiber-associated myoblasts are heterogeneous (Ono et al., 2010).

Lastly, we analyzed the IPA category *Growth Factor Signaling* (Figure 2D). 

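The 27 genes measured for GDNF signaling had a median log2 change of -0.04 in myofiber-associated myoblasts (fry adjusted p = 0.995) and of -0.01 in dispersed myoblasts (fry adjusted p = 0.13), with 13 higher and 14 lower in both. Past the threshold 2 were higher and 2 lower in myofiber-associated myoblasts (3 and 2 adjusted over the list alone), and 4 were higher and 6 lower in dispersed myoblasts, over all genes and adjusted over the list alone. The difference between the cultures had a median of -0.00296 and a mean of 0.01 (fry adjusted p = 0.802, downward). In dispersed myoblasts the mean was below 0, and above 0 after scaling to the 75th percentile. For the 26 genes of HGF signaling, 11 were higher in myofiber-associated and 8 in dispersed myoblasts. Past the threshold 3 of the HGF genes were higher and 7 lower in dispersed myoblasts (3 and 8 adjusted over the list alone).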

Amongst the signaling pathways that were differentially activated between dispersed and myofiber-associated myoblasts we found activation of pro-proliferation signaling (*HGF*) and self-renewal signaling (GDNF signaling, which requires syndecan-3 (SDC3), and therefore is expected to promote self-renewal, Bespalov et al., 2011, Pisconti et al., 2010) in myofiber-associated but not in dispersed myoblasts.

### Comparative Analysis of Gene Expression Suggests a Role for the Niche in Driving Self-Renewal

To understand the differences in myoblast gene expression changes due to culture conditions we compared ratios of 72 hr/48 hr mRNA levels within each culture condition with each other (Figure S2C) and generated a fold-change ratio using the formula:

$$\text{Comparative}\;\text{ratio}\left(\text{CR}\right)=\frac{\left(\text{mRNA}\;\text{at}\;72\;\text{hr/mRNA}\;\text{at}\;48\;\text{hr}\right)\text{dispersed}}{\left(\text{mRNA}\;\text{at}\;72\;\text{hr/mRNA}\;\text{at}\;48\;\text{hr}\right)\text{myofiber-associated}}$$

Genes that score high CR values (>1) are genes that increase in dispersed but not in myofiber-associated myoblasts between 48 and 72 hr, while genes that score low CR values (<1) are genes that increase in myofiber-associated but not in dispersed myoblasts between 48 and 72 hr. We identified 2,583 genes with CR > 1 and 3,120 genes with CR < 1 at 1% false discovery rate (FDR), suggesting very different time-dependent responses between the two culture conditions. 

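The CR was above 1 for 223 genes and below 1 for 482 genes past the threshold, with a median absolute log2 of 1.20, and 3130 genes passed at an adjusted p under 0.05. The alternative that moved the counts most compared the 72-hr ratios of the 2 cultures by a SAM-type permutation test, as the Microarray Analysis section describes the comparison, and gave 3885 and 5133. That test leaves out the spread of the 48-hr arrays, and 37.2% of its calls in simulated data were false, against 2.82% for the interaction. The simulation changed 200 of 20318 genes, with independent noise. The false share depends on how many genes change, so it is not the false share in the real data. Without 1 array the counts ran from 84 and 211 (without dispersed 72-hr replicate 6) to 1020 and 1349 (without the pooled myofiber-associated 48-hr array). They were 638 and 1133 without myofiber-associated 72-hr replicate 4.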

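Among the 223 genes with a CR above 1, 191 rose in dispersed and fell in myofiber-associated myoblasts, 4 rose in both and 28 fell in both. Taken on its own, the rise in dispersed myoblasts passed the threshold for 78 of them and the fall in myofiber-associated myoblasts for 74. Their median log2 change was 0.32 in dispersed and -0.81 in myofiber-associated myoblasts. Among the 482 genes with a CR below 1, 251 fell in dispersed and rose in myofiber-associated myoblasts, 195 rose in both and 36 fell in both. The rise in myofiber-associated myoblasts passed the threshold for 264 of them and the fall in dispersed myoblasts for 121, with median log2 changes of 0.95 and -0.13. The larger change was that in myofiber-associated myoblasts for 174 of the 223 and 374 of the 482 genes.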

After filtering the resulting list of genes to include only genes with a q value < 0.01, we then functionally analyzed these genes by mapping them to the gene ontology (GO) category *Biological Process* using the online tool DAVID (Tables S1 and S2). 

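Past the threshold of 0.01 on the adjusted p, the CR was above 2 for 138 genes and below 0.5 for 296 genes. The highest were those of Myog, Nppb and Myl3. Nppb had a log2 CR of 4.14 (SE 0.71, limma adjusted p = 0.00328), with a log2 change of 2.84 in dispersed (adjusted p = 2.97e-05) and -1.30 in myofiber-associated myoblasts (adjusted p = 0.159).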

Table S1 shows the GO annotation of genes that had CR > 2, while Table S2 shows the GO annotation of genes that had CR < 0.5.

The most significant GO terms to which genes that increase in dispersed but not in myofiber-associated myoblasts (CR > 2) map are associated with cell movement (*Taxis*) and muscle differentiation (*Striated Muscle Differentiation*) (Table S1). 

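Enrichment of GO terms was not computed here. A list of 25 chemokines and chemokine receptors had a median log2 CR of 0.53, with 19 genes above 0 (fry adjusted p = 0.0418). Its median log2 change was -0.39 in dispersed (fry adjusted p = 0.00197) and -1.50 in myofiber-associated myoblasts (fry adjusted p = 0.00388), with 22 of the 25 genes lower in both. Past the threshold 1 had a CR above 1 and 1 below 1 (4 and 1 adjusted over the list alone). A list of 39 muscle differentiation genes had a median log2 CR of 0.70, with 25 genes above 0 (fry adjusted p = 0.371). Its median log2 change was 0.26 in dispersed (fry adjusted p = 0.0441) and -1.01 in myofiber-associated myoblasts (fry adjusted p = 0.754). Past the threshold 3 had a CR above 1 and 1 below 1 (5 and 2 adjusted over the list alone).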

Interestingly, the term *Negative regulation of transport* also included genes that promote muscle differentiation, such as *Il-6* and *Nos1* (De Palma et al., 2010, Hoene et al., 2013). In contrast, the genes that increase between 48 and 72 hr in myofiber-associated myoblasts but not in dispersed myoblasts (CR < 0.05) map to *Cell Adhesion, Differentiation*, and *Cell Fate Commitment* (Table S2). 

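Il6 (NM_031168; chromosome 5 of mm9, 30346367 to 30346426) changed by 0.43 in dispersed myoblasts (SE 0.19, limma adjusted p = 0.143) and by -2.13 in myofiber-associated myoblasts (SE 0.48, adjusted p = 0.0196). The log2 signal in the latter was 12.48 ± 0.62 at 48 hr and 10.35 ± 0.94 at 72 hr (SD, n = 4 arrays), and the pooled 48-hr array, at 13.4, lay apart from the other 48-hr arrays. The log2 CR of Il6 was 2.56 (SE 0.56, adjusted p = 0.0104). It passed the threshold without that array (2.25, adjusted p = 0.00776) and without 72-hr replicate 4 (2.98, adjusted p = 0.000963), among adjusted p of 0.000963 to 0.0263 over the fits without 1 array. Nos1 (chromosome 5, 118404306 to 118404365) changed by 0.08 in dispersed (SE 0.07, adjusted p = 0.406) and by -1.13 in myofiber-associated myoblasts (SE 0.26, adjusted p = 0.021), with a log2 CR of 1.22 (SE 0.29, adjusted p = 0.0157). Without 1 array the adjusted p of this CR was 0.00412 to 0.0351, past the threshold without the pooled 48-hr array (0.00412) and without myofiber-associated 72-hr replicates 2 (0.00964) and 4 (0.00707). At 72 hr the 4 myofiber-associated values of both genes lay wholly below those at 48 hr.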

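Past the threshold, Diras2 had the lowest CR and was the 1 gene with a CR under 0.05. Its log2 CR was -4.61 (SE 0.39, limma adjusted p = 0.000147), from a change of -0.27 in dispersed (adjusted p = 0.322) and 4.34 in myofiber-associated myoblasts (SE 0.32, adjusted p = 0.000498). Next were Plekhs1 and Aldh1a7, with log2 CRs of -3.95 (SE 0.61, adjusted p = 0.00193) and -3.85 (SE 0.71, adjusted p = 0.00482). Plekhs1 was above background on 1 of 4 dispersed 72-hr arrays and on 2 of 4 myofiber-associated 48-hr arrays. Aldh1a7 was above background on no myofiber-associated 48-hr array and was at least 3.36-fold higher at 72 hr, taken against the 99th percentile of the probes not above background. In the normexp and unfiltered settings and 4 of the 16 fits without 1 array, Aldh1a7 did not pass the threshold for the CR (adjusted p up to 0.0721).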

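For Pax7 (NM_011039; chromosome 4 of mm9, 139294364 to 139294423) the log2 signal in myofiber-associated myoblasts was 10.21 ± 0.26 at 48 hr and 11.89 ± 0.23 at 72 hr (SD, n = 4 arrays), a change of 1.68 (SE 0.16, limma adjusted p = 0.0011). It changed by 0.19 in dispersed myoblasts (SE 0.15, adjusted p = 0.403). Notch3 (NM_008716; chromosome 17, 32257848 to 32257907) changed by 1.49 in myofiber-associated myoblasts (SE 0.19, adjusted p = 0.00283) and by -0.22 in dispersed myoblasts (SE 0.22, adjusted p = 0.497). Its rise did not pass the threshold without 48-hr replicate 7 (adjusted p = 0.0134) or 72-hr replicate 3 (0.0101), among adjusted p of 0.00296 to 0.0134 without 1 array. Notch1 (NM_008714; chromosome 2, 26319440 to 26319499) changed by 0.63 (SE 0.28, adjusted p = 0.126) and by -1.19 (SE 0.30, adjusted p = 0.0217) in the same order. Sox8 (NM_011447; chromosome 17, 25703094 to 25703153) changed by 2.49 in myofiber-associated myoblasts (SE 0.45, adjusted p = 0.00889) and by -0.24 in dispersed myoblasts (SE 0.26, adjusted p = 0.546), and was above background on 1 of the 4 myofiber-associated 48-hr arrays. Its rise passed the threshold in 1 of the 8 fits without 1 array (adjusted p 0.00392 to 0.0328). The log2 CR of Sox8 was -2.73 (SE 0.55, adjusted p = 0.0076), past the threshold in 4 of the 16 fits without 1 array (adjusted p 0.00119 to 0.0194).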

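A list of 7 measured Notch target genes had a median log2 change of -0.315 in dispersed myoblasts (fry adjusted p = 0.00212), with 4 lower, 2 of them past the threshold over all genes and adjusted over the list alone. In myofiber-associated myoblasts its median was 0.22, its mean -0.06 and its fry adjusted p 0.779, downward. For the CR the median was -0.32, with 6 of 7 genes below 0 (fry adjusted p = 0.0124).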

The latter appears to be related mostly to maintenance of stemness as it contains genes that are associated with stemness in SCs (*Notch1, Notch3, Pax7,* and *Sox8*; Bjornson et al., 2012, Gopinath et al., 2014, Olguín and Olwin, 2004, Olguín and Pisconti, 2012, Pisconti et al., 2010, Schmidt et al., 2003).

Lastly, we organized the differentially expressed genes according to their CR and filtered the gene list through a manually curated list of gene families that have been shown to play a role in myogenesis (see Experimental Procedures for details). This analysis showed that genes associated with muscle differentiation were increased in dispersed but not in myofiber-associated myoblasts (Table S3; Figure 2E: *Myog, Myl3, Myom3, Lmod3, Postn, Ttn,* and *Colq*). By contrast, genes associated with self-renewal were increased in myofiber-associated but not dispersed myoblasts (Table S3; Figure 2E: *Cxcr4, Col18a1, Notch1, Notch3, Cdc42, Pax7, Hey1, Jam2,* and *Sdc3*).

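All 7 of these genes had a CR above 1, with a median log2 of 3.36 (fry adjusted p = 4.12e-05), and 3 passed the threshold of 0.01, Myog, Myl3 and Myom3. Their median log2 change was 1.14 in dispersed myoblasts, with 5 higher and 2 lower (fry adjusted p = 0.00187), and -1.38 in myofiber-associated myoblasts, with all 7 lower (fry adjusted p = 0.00567). Adjusted over the list alone, 6 had a CR above 1, which is not independent evidence because the study chose the genes on these samples. Myog (NM_031189; chromosome 1 of mm9, 136188874 to 136188933) rose from 6.05 ± 0.43 to 9.96 ± 0.33 (SD, n = 4 arrays) in dispersed myoblasts, by 3.92 (SE 0.24, limma adjusted p = 4.78e-05). In myofiber-associated myoblasts it was 14.30 ± 0.48 at 48 hr and 13.66 ± 0.94 at 72 hr (SD, n = 4 arrays), a change of -0.64 (SE 0.45, limma adjusted p = 0.311), and its log2 CR was 4.55 (adjusted p = 0.000481). Myom3 rose by 2.96 in dispersed myoblasts (SE 0.31, adjusted p = 0.000448), where it was above background on 2 of 4 arrays at 48 hr, and had a log2 CR of 3.85 (adjusted p = 0.000269). Myl3 changed by -1.46 in dispersed (SE 0.50, adjusted p = 0.0671) and -5.53 in myofiber-associated myoblasts (SE 0.51, adjusted p = 0.00098), a log2 CR of 4.06 (adjusted p = 0.00529). That CR passed the threshold in 7 of the 16 fits without 1 array (adjusted p 0.00264 to 0.0138).

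**Figure D3:**
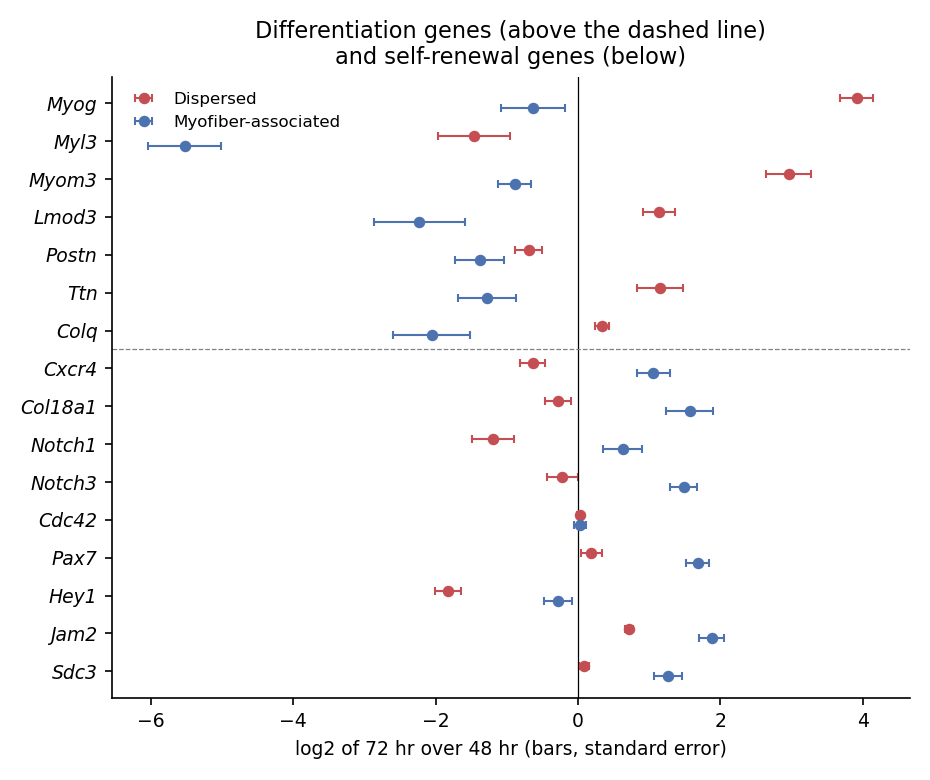
Log2 ratio of 72 hr over 48 hr (horizontal axis) of 16 genes in dispersed (red) and myofiber-associated (blue) myoblasts, 4 arrays per time point; bars are the standard error from limma. Myl3 and Postn lie below 0 in both cultures, Jam2 above 0 in both, Hey1 below 0 in both, and Cdc42 at 0.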

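Of the other genes, Lmod3, Ttn and Colq changed by 1.14, 1.16 and 0.34 in dispersed and by -2.23, -1.28 and -2.05 in myofiber-associated myoblasts. Their log2 CRs were 3.36, 2.43 and 2.39, with adjusted p of 0.0107, 0.0134 and 0.0195. All 3 passed the threshold in the authors' deposited table, where limma leaves out the spread of the 48-hr arrays (0.00322, 0.002 and 0.00388; highest over the alternatives 0.0227, 0.0296 and 0.0375). They also passed without the pooled 48-hr array and without myofiber-associated 72-hr replicate 4, where the lowest adjusted p were 0.00348, 0.00379 and 0.00322. The rise of Lmod3 in dispersed myoblasts had an adjusted p of 0.00814 and passed in 2 of the 8 fits without 1 array (0.00439 to 0.0257). Postn changed by -0.69 in dispersed (SE 0.19, adjusted p = 0.031) and by -1.38 in myofiber-associated myoblasts (SE 0.34, adjusted p = 0.0259). Its log2 CR of 0.69 had an adjusted p of 0.254, and in the deposited table was 3.72 with an adjusted p of 0.000142 (0.000142 to 0.48 over the alternatives).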

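The CR was below 1 for 8 of the 9 genes and at 1 for Cdc42 (log2 0.00, adjusted p = 0.969; -0.03 to 0.18 over the alternatives), with a median log2 of -1.54 (fry adjusted p = 0.000221), and 6 passed the threshold (8 adjusted over the list alone, which is not independent evidence because the study chose the genes on these samples). Their median log2 change was 1.26 in myofiber-associated myoblasts, with 8 higher (fry adjusted p = 0.00567), and -0.22 in dispersed myoblasts, with 4 higher and 5 lower (fry adjusted p = 0.731). The log2 CRs past the threshold were -1.69 for Cxcr4 (adjusted p = 0.00438), -1.71 for Notch3 (0.00389), -1.49 for Pax7 (0.00191), -1.54 for Hey1 (0.00471), -1.16 for Jam2 (0.00254) and -1.17 for Sdc3 (0.00482). Without 1 array Cxcr4 passed in 10 and Hey1 in 10 of the 16 fits, Sdc3 in 6, Notch3 in 15, Pax7 in 16 and Jam2 in 16. Cxcr4 changed by 1.06 in myofiber-associated (SE 0.23, adjusted p = 0.0179) and -0.63 in dispersed myoblasts (SE 0.18, adjusted p = 0.0316), and Sdc3 by 1.26 (SE 0.19, adjusted p = 0.00527) and 0.09 (SE 0.07, adjusted p = 0.438). The rise of Sdc3 passed in 2 of the 8 fits without 1 array (adjusted p 0.00253 to 0.0222). Jam2 rose in both cultures, by 1.88 (SE 0.17, adjusted p = 0.000996) and 0.72 (SE 0.06, adjusted p = 0.000114). Hey1 was lower in both, with changes of -0.28 (SE 0.19, adjusted p = 0.296) in myofiber-associated and -1.82 (SE 0.19, adjusted p = 0.00038) in dispersed myoblasts.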

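Col18a1 changed by 1.57 in myofiber-associated (SE 0.33, adjusted p = 0.0156) and -0.28 in dispersed myoblasts (SE 0.18, adjusted p = 0.289), with a log2 CR of -1.86 (adjusted p = 0.0101). That CR passed the threshold in the deposited table (adjusted p = 0.00195; 0.00195 to 0.0209 over the alternatives), without the pooled 48-hr array (0.00251), and without myofiber-associated 72-hr replicate 2 (0.00963) or 4 (0.00525). Notch1 had a log2 CR of -1.82 (adjusted p = 0.0167). It passed with the slide row as a block (adjusted p = 0.00917) and in the deposited table (0.00108; 0.00108 to 0.0323 over the alternatives), and without the pooled array (0.0094) or dispersed 48-hr replicate 3 (0.00905). Cdc42 changed by 0.03 in myofiber-associated and 0.02 in dispersed myoblasts (adjusted p = 0.814 and 0.692), and its second probe by -0.34 and 0.02. On the 8 myofiber-associated arrays, taken as deviations from the mean of their time point, the mean of the 9 genes had a Pearson's r of -0.729 with the mean of 19 adult muscle fiber genes (exact permutation p = 0.0365 over 576 orders, two-sided; 0.0631 adjusted over the 7 relations computed). Spearman's rho was -0.667 (exact permutation p = 0.0694, 0.101 adjusted), and r was -0.799 without the 2 arrays farthest from the median.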

To summarize the data shown so far: *Erk1/2* downregulation in dispersed myoblasts is mostly associated with activation of signaling pathways that lead to cell-cycle arrest and the onset of differentiation. In contrast, *Trp53* upregulation in myofiber-associated myoblasts is associated with a more heterogeneous transcriptomic signature in which signaling leading to cell-cycle arrest, differentiation, self-renewal, and proliferation co-exist. Since the role of p53 in myogenesis is complex and not well understood, we decided to focus on understanding how an increase in p53 levels might affect myoblast cell fate.

### An Asymmetric Increase in p53 Protein Levels Is Incompatible with Myogenic Differentiation in Myofiber-Associated Myoblasts

The expression of p53 is rapidly and transiently upregulated in the first hours of C2C12 myoblast differentiation induced by serum deprivation (Halevy, 1993), and is important for myogenic differentiation, as expression of a p53 dominant-negative mutant leads to impaired differentiation (Soddu et al., 1996), but is not involved in differentiation-induced apoptosis (Cerone et al., 2000). Thus, it could be speculated that the upregulation of p53 that we observe in myofiber-associated myoblasts drives differentiation. However, it has been recently shown that a sustained increase in p53 levels, such as that due to genotoxic stress, or treatment with the MDM2 inhibitor Nutlin-3, impairs myogenic differentiation, possibly via direct inhibition of myogenin expression (Walsh et al., 2015, Yang et al., 2015). Moreover, p53 mediates hypoxia-induced inhibition of myoblast differentiation (Wang et al., 2015).

To investigate the role of the increase in p53 gene expression detected by microarray in myofiber-associated myoblasts, we first tested whether such an increase in mRNA levels was accompanied by an increase in p53 protein levels and whether it was associated with differentiation. Indeed, p53 levels appeared to increase in myofiber-associated myoblasts, identified by the general myoblast marker SDC3 (Cornelison et al., 2001) between 48 and 72 hr in culture, as measured by an increase in the proportion of p53+/SDC3+ myoblasts (Figures 3A and 3B). 

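In myofiber-associated myoblasts the lowest Trp53 value at 72 hr was above the highest at 48 hr, the outcome with the smallest exact permutation p that 4 against 4 arrays allow (0.0286, two-sided). Without 1 array its log2 change was 0.56 to 0.68, with adjusted p of 0.00918 to 0.0425, and it passed the threshold of 0.01 without 72-hr replicate 4 (0.68, adjusted p = 0.00918). It also passed in the limma fit of all 16 arrays (adjusted p = 0.000284), in the deposited table (0.60, adjusted p = 0.00689) and in the SAM-type test (q = 0.00173), with limma adjusted p of 0.000284 to 0.0223 over the alternatives. The difference between the cultures passed in 5 of 8 alternatives (adjusted p 0.00306 to 0.0149) and in 3 of the 16 fits without 1 array (0.0026 to 0.0192). On the 8 myofiber-associated arrays, as deviations from the mean of their time point, Trp53 had a Pearson's r of -0.750 with the mean of 19 adult muscle fiber genes (exact permutation p = 0.0885, two-sided; 0.0972 adjusted over 7 relations). Spearman's rho was -0.762 (exact permutation p = 0.0903, 0.101 adjusted), and r was -0.603 without the 2 arrays farthest from the median.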

Intriguingly, we occasionally observed an asymmetric distribution of p53 in myoblast doublets (Figure 3C), which was more prominent at 72 hr (Figure 3D), and was accompanied by an almost perfect inverse correlation with myogenin (MYOG) expression at 96 hr (Figure 3E). When we measured p53 protein levels across the same 3-day time course in dispersed myoblasts, we found only a small and not significant increase in p53 protein levels over time (Figure S3). Moreover, immunofluorescence analysis of primary dispersed myoblasts showed that p53 protein was still present in MYOG+ dispersed myoblasts, although often at lower levels than in MYOG– cells (Figure 3F). These results suggest that, when myoblasts are cultured in the presence of their native niche, p53 protein levels increase over time dramatically and selectively in some cells, and in these cells myogenic differentiation is inhibited (Figure 3E). When the niche is absent, such a dramatic and sustained increase occurs in fewer cells, while the majority of cells maintain lower levels of p53, which are permissive of myogenic differentiation (Figure 3F).

**Figure 3:**
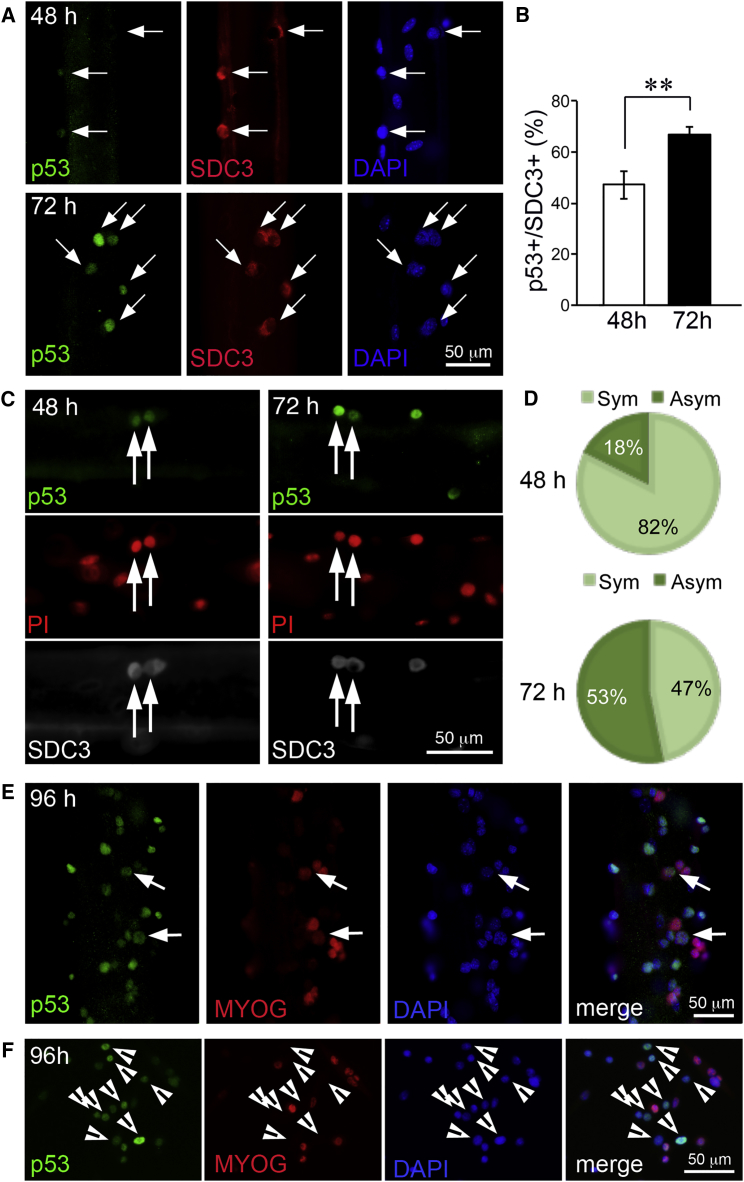
p53 Increases over Time in a Subset of Myofiber-Associated Myoblasts and Is Asymmetrically Distributed (A) Individual myofibers were isolated and cultured in suspension for 48 and 72 hr prior to fixation and immunostaining to detect p53 (green), the myoblast marker syndecan-3 (SDC3, red), and DNA (DAPI, blue). Arrows indicate SDC3+ SCs. (B) Quantification of (A) where at least 15 myofibers across 3 independent experiments had been scored, and the percentage of p53+ cells over the total number of SDC3+ cells plotted as average ±SEM. ^∗∗^p < 0.01. (C) Individual myofibers were isolated and cultured as in (A) then immunostained to detect p53 (green), SDC3 (white), and DNA (PI, red). Arrows indicate doublets of dividing cells where p53 is distributed either symmetrically (48 hr, left panels) or asymmetrically (72 hr, right panels). (D) Quantification of (C) where at least 15 fibers across 3 independent experiments had been scored. (E and F) p53+/MYOG– myoblasts are very abundant in myofiber cultures (E) but less in dispersed cultures (F). Individual myofibers or primary myoblasts were isolated and cultured for 96 hr, then fixed and immunostained to detect p53 (green), myogenin (MYOG, red), and DNA (DAPI, blue). Arrows in (E) indicate p53+/MYOG+ cells, while all the other cells are either p53+/MYOG– or p53-/MYOG+. Arrowheads in (F) indicate p53+/MYOG– cells. All the other cells are p53+/MYOG+.

If it is true that the presence of the SC niche promotes p53 upregulation in a subpopulation of myofiber-associated myoblasts and that this in turn inhibits myogenic differentiation in these cells, then decreasing p53 in myofiber-associated myoblasts via RNAi should promote myoblast differentiation in myofiber cultures. To test this hypothesis, we transfected myofiber cultures with either p53 small interfering RNA (siRNA) or with control (scrambled) siRNA at 48 hr post-isolation. Transfection of C2C12 myoblasts was used to validate p53 knockdown efficiency (Figure S4). Two days after transfection, we fixed and immunostained the myofibers to detect and quantify MYOG+ myoblasts (Figure 4A). As predicted, the percentage of MYOG+/SDC3+ cells was increased in p53 siRNA-transfected cultures compared with control siRNA-transfected cultures, although the difference did not reach statistical significance (Figure 4B). The fact that the difference was small, could be due to the high propensity of differentiated myofiber-associated myoblasts to immediately fuse with the underlying fiber (Kuang et al., 2007), which removes them from the equation when MYOG+/SDC3+ cells are scored as a measure of differentiation. Indeed, the number of myonuclei per unit length was significantly increased (Figure 4C), while the frequency of myoblasts (SDC3+ cells) per unit length was decreased (Figure 4D) upon p53 knockdown, supporting the idea that p53 inhibits differentiation in a subpopulation of myofiber-associated myoblasts.

**Figure 4:**
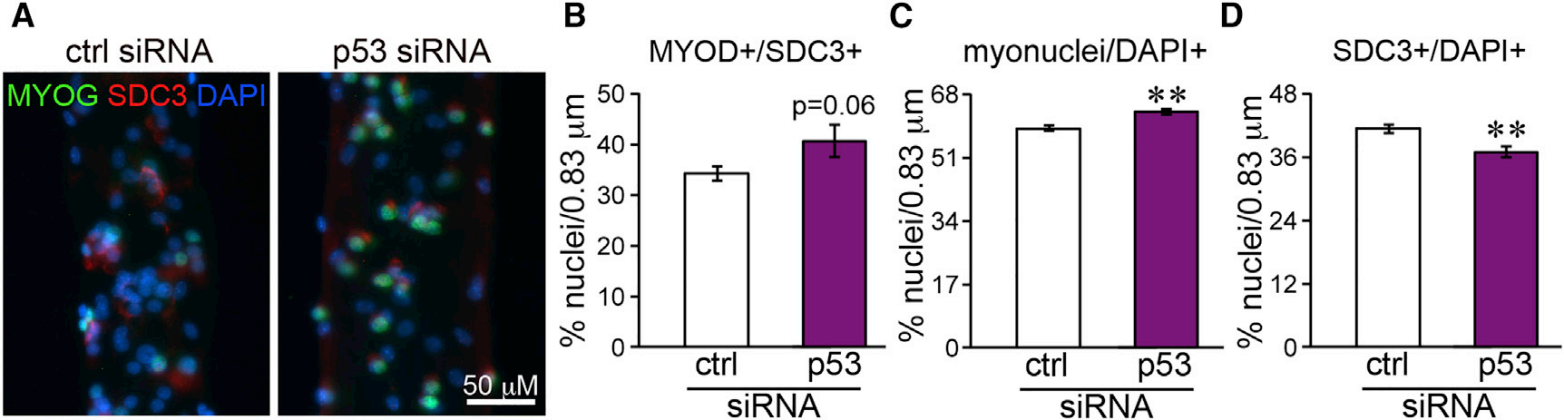
p53 Knockdown Promotes Myoblast Differentiation in Myofiber Cultures (A) Individual myofibers were isolated and cultured in suspension for 48 hr prior to transfection with either a specific p53 siRNA or a scrambled (ctrl) siRNA and 4 hr later fixed and immunostained to detect myogenin (MYOG, green), syndecan-3 (SDC3, red), and DNA (DAPI, blue). (B) Differentiated myoblasts were scored as percentage of MyoG+/SDC3+ myoblasts over total nuclei per unit length across at least eight myofibers/experiment in three independent experiments (N > 24), and plotted as average ± SEM. (C) The number of myonuclei per unit length was measured as total number of DAPI+ nuclei minus the number of nuclei contained in SDC3+ cells (since SDC3 marks SCs and myoblasts at all stages in myogenesis) per unit length across at least eight myofibers/experiment in three independent experiments (N > 24), and plotted as average ± SEM. (D) The percentage of myoblasts was calculated as percentage of nuclei contained in SDC3+ cells over the total number of DAPI+ nuclei per unit length across at least eight myofibers/experiment in three independent experiments (N > 24), and plotted as average ± SEM. ^∗∗^p < 0.01 when comparing the indicated population scored in control siRNA-transfected cultures with the same population scored in p53 siRNA-transfected cultures.

The next question was: what is the fate of these myoblasts that show high p53 protein levels and fail to differentiate? Since high levels of p53 are incompatible with proliferation, we hypothesized that a sustained increase in p53 levels in myoblasts would lead to apoptosis, senescence, or quiescence.

### An Increase in p53 Protein Levels Promotes Myoblast Quiescence

Nutlin-3, a small molecule compound that blocks the interaction between p53 and the E3 ligase MDM2, is often used to increase the levels of p53 protein in the cell (Vassilev, 2005). Nutlin-3 treatment of C2C12 myoblasts leads to a generalized increase in p53 protein levels and both proliferation and differentiation inhibition (Walsh et al., 2015), thus supporting our hypothesis that a sustained increase in p53 levels in primary myoblasts might lead to apoptosis, senescence, or quiescence, as well as differentiation inhibition. To test this hypothesis we treated primary dispersed myoblasts with increasing concentrations of Nutlin-3 and verified that indeed Nutlin-3 inhibits proliferation (Figure S5A). However, Nutlin-3 treatment does not seem to increase apoptosis in primary myoblasts (Figure S5B), which is consistent with the absence of a role for p53 in serum deprivation-induced myoblast apoptosis (Cerone et al., 2000). Since Nutlin-3 does not promote differentiation, in fact it inhibits differentiation (Figure S6), the lack of apoptosis suggests that Nutlin-3-mediated inhibition of proliferation is due to induction of either quiescence or senescence.

To discriminate between quiescence and senescence we performed a reserve cell assay. Cultures of both primary dispersed myoblasts and C2C12 myoblasts provide a validated *ex vivo* model of SC self-renewal: upon serum lowering, the vast majority of myoblasts exit the cell cycle with a portion of them downregulating PAX7 and undergoing terminal differentiation, and another portion maintaining high levels of PAX7 and becoming “reserve cells” (Yoshida et al., 1998). In reserve cell assays (Figure 5A), Nutlin-3 treatment of both primary and C2C12 myoblast cultures dramatically increased the percentage of putative reserve cells (PAX7+/KI67–) generated by serum lowering (Figures 5B, 5C, 5E, and 5F). This was accompanied by a decrease in the percentage of proliferating myoblasts (PAX7+/KI67+) in C2C12 cultures (Figures 5E and 5G), although no significant changes in PAX7+/KI67+ cells were detected in primary myoblast cultures (Figures 5B and 5D).

**Figure 5:**
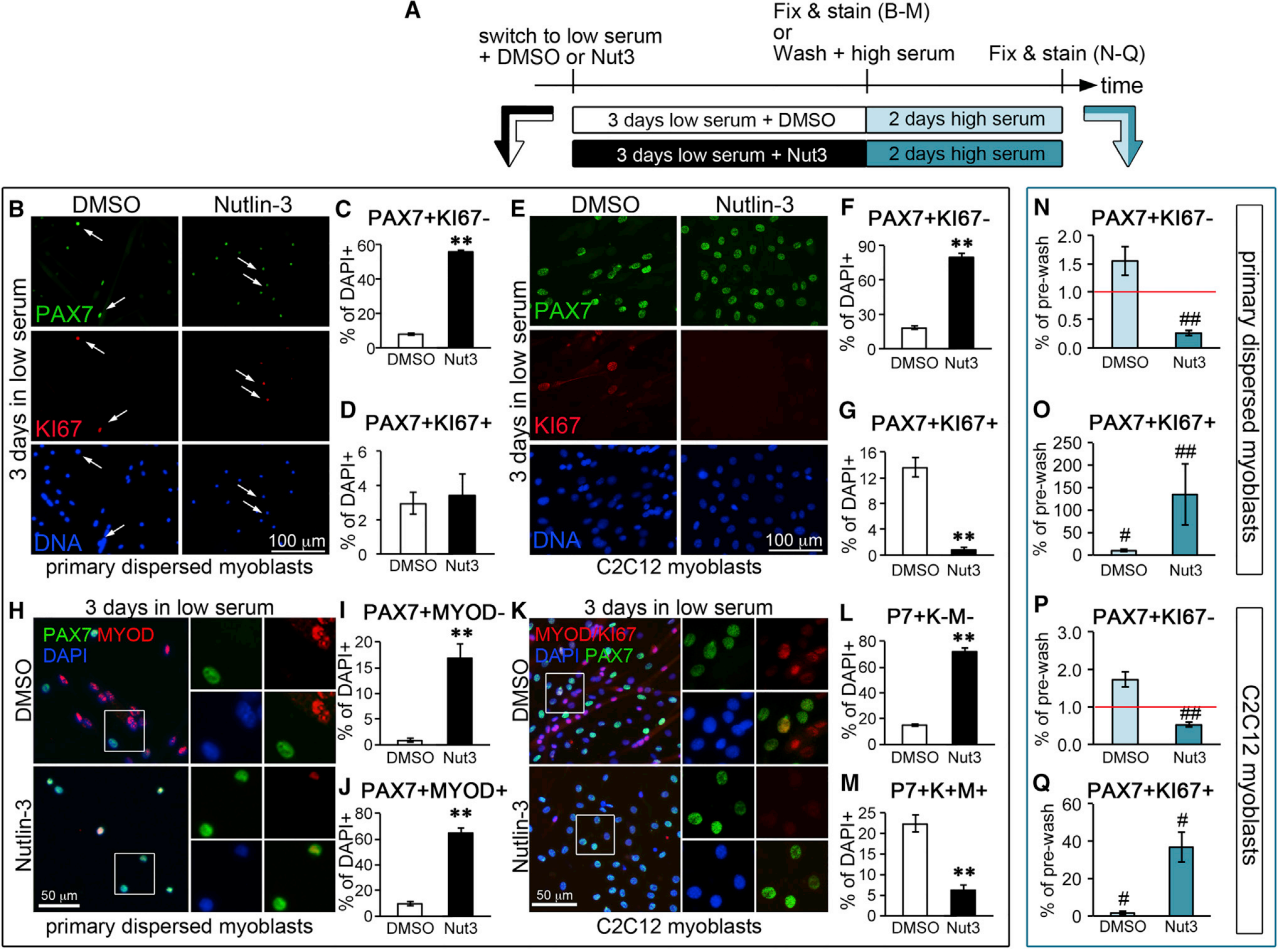
Nutlin-3 Promotes Reserve Cell Generation in Serum-Deprived Myoblasts (A) Schematic representation of the reserve cell assay experimental design. Primary and C2C12 myoblast cultures were switched to low serum medium to induce cell-cycle exit in the presence of either 20 μM Nutlin-3 (Nut3) or vehicle (DMSO). To distinguish between quiescence and senescence, myoblast cultures that had been maintained in low serum supplemented with either DMSO or Nutlin-3 for 3 days were re-exposed to high serum for 2 days. The experiment was repeated 3 times independently and each time 10–15 technical replicates were scored. (B–D) Primary myoblast cultures were treated as in (A) and, after 3 days in low serum, fixed, immunostained to detect PAX7 (green), KI67 (red), and DNA (DAPI, blue), and scored for the percentages of PAX7+/KI67– (C) and PAX7+/KI67+ (D) cells. In (B), one representative image for each treatment is shown. In (C) and (D) quantitative analyses of the indicated cell subpopulations across all three independent experiments were plotted as average ± SEM. The arrows in (B) indicate PAX7+/KI67+ cells. (E–G) C2C12 myoblasts cultures were treated as in (A) and, after 3 days in low serum, fixed, and immunostained as in (B). In (E) one representative image for each treatment is shown. In (F) and (G) quantitative analyses of the indicated cell subpopulations across all three independent experiments were plotted as average ± SEM. (H–M) Primary (H and J) and C2C12 (K–M) myoblasts that had been maintained in low serum supplemented with either DMSO or Nutlin-3 for 3 days were fixed and immunostained to detect PAX7 (green), KI67, and/or MYOD (red) and DNA (DAPI, blue). In (H) and (K) one representative image for each treatment is shown. Insets are enlarged on the side of the main image to show mutual exclusion or co-localization of PAX7 and MYOD (H) or PAX7 and MYOD+ KI67 (K). In (I), (J), (L), and (M) quantitative analyses of the indicated cell subpopulations across all three independent experiments were plotted as average ± SEM. (N–Q) In order to quantify true reserve cells, after 3 days in low serum, primary (N and O) and C2C12 (P and Q) myoblast cultures were re-exposed to high serum as depicted in (A) for 2 days, then fixed and immunostained to detect PAX7, KI67, and DNA. The percentages of PAX7+/KI67– (N and P) and PAX7+/KI67+ (O and Q) were calculated and plotted as fold change of the same population in cultures that had been maintained in low serum and then re-exposed to high serum (we will call it “post-wash” for simplicity) versus the same population in cultures maintained for only 3 days in low serum (indicated as “pre-wash”). The average of the post-wash/pre-wash fold change for each subpopulation across 3 independent biological replicates (each one scored for 10–15 technical replicates) was calculated and plotted ± SEM. In (C) and (D), (F) and (G), (I) and (J), and (L) and (M): ^∗∗^p < 0.01, where p is the p value of the average percentage of each cell subpopulation in Nut-3-treated cultures versus DMSO-treated cultures. In (N)–(Q), ^#^p < 0.05 and ^##^p < 0.01, where p is the p value of the fold change calculated as “subpopulation percentage in post-wash/subpopulation percentage in pre-wash” within each treatment (DMSO or Nut-3).

In addition to being mitotically quiescent, reserve cells also show decreased levels of MYOD (Yoshida et al., 1998), thus “true” reserve cells are PAX7+/KI67–/MYOD– (Yue et al., 2016). Although we could effectively label C2C12 myoblasts to simultaneously detect PAX7, KI67, and MYOD, this could not be achieved with primary myoblasts (triple PAX7/KI67/MYOD staining of primary myoblasts showed cytoplasmic positivity for MYOD and/or KI67, even at very low antibody concentration, which is not observed when either KI67 or MYOD antibodies are used in a double staining of C2C12 cells with PAX7). Thus, we were forced to label primary myoblasts separately for PAX7 and KI67 (as discussed above) and PAX7 and MYOD. Nutlin-3 treatment dramatically reduced MYOD protein levels and led to an increase in the frequency of true reserve cells (PAX7+/KI67–/MYOD–) in C2C12 myoblast cultures (Figures 5K–5L), which was accompanied by a decrease in proliferating myoblasts (PAX7+/MYOD+/KI67+; Figures 5K and 5M). Similarly, Nutlin-3 treatment produced a 20-fold increase in the numbers of uncommitted myoblasts (PAX7+/MYOD– cells; Figures 5H and 5I), but only a 6-fold increase in the percentage of committed myoblasts (PAX7+/MYOD+; Figures 5H and 5J) in primary myoblast cultures. Although in the absence of a triple PAX7/MYOD/KI67 staining it is not possible to establish whether Nutlin-3 promotes true reserve cell generation in primary myoblast cultures as it does in C2C12 cultures, the observations that: (1) the increase in uncommitted myoblasts produced by Nutlin-3 is over 3 times greater than the increase in committed myoblasts (20- versus 6-fold), and (2) PAX7+/KI67+ myoblasts do not increase in response to Nutlin-3 in primary cultures (Figure 5D), while PAX7+/KI67– cells increase 7-fold (Figure 5C), suggest that the percentage of true reserve cells (PAX7+/KI67–/MYOD–) is likely to significantly increase in primary myoblast cultures as it does in C2C12 cultures in response to Nutlin-3 treatment.

In contrast to differentiated and senescent cells, which are in an irreversible G0 phase, reserve cells are quiescent, in a reversible G0 phase, and therefore can be induced to re-enter the cell cycle by adding serum to the culture medium (Yoshida et al., 1998). To discriminate whether the putative reserve cells generated in myoblast cultures in response to Nutlin-3 treatment were truly quiescent or senescent, we exposed again to high serum the cultures that had been maintained for 3 days in low serum supplemented with either Nutlin-3 or DMSO, and 2 days later we measured the percentages of cells that had re-entered the cell cycle (Figure 5A). In both C2C12 and primary myoblast cultures washed and re-exposed to high serum, the percentage of PAX7+/KI67+ cells increased more dramatically if the cultures had been previously treated with Nutlin-3 compared with vehicle (Figures 5O and 5Q). Interestingly, the percentage of PAX7+/KI67– cells did not significantly change upon serum re-exposure in cultures that had been previously treated with vehicle, but significantly decreased in cell cultures that had been previously treated with Nutlin-3 (Figures 5N and 5P). These results indicate that the percentage of *true* reserve cells is normally very low in our reserve cell assay, regardless of the origin of the myoblasts used (primary or C2C12). However, this percentage of *true* reserve cells is dramatically increased by Nutlin-3 treatment.

### An Increase in p53 Levels Is Directly Responsible for the Increased Reserve Cell Generation in Response to Nutlin-3

To test whether Nutlin-3 promoted reserve cell generation and inhibited differentiation directly via p53, we transfected C2C12 myoblasts with either a control siRNA or with an anti-p53 siRNA, and 3 hr later we replaced the transfection medium with low serum medium (to induce cell-cycle exit followed by myotube and reserve cell generation) supplemented with either Nutlin-3 or vehicle. Although p53 siRNA transfection did not appear to alter the differentiation capacity of C2C12 myoblasts treated with vehicle, it partly rescued the differentiation levels of cells treated with Nutlin-3 (Figure 6A). More importantly, the percentage of PAX7+/KI67– reserve cells that was increased by Nutlin-3 in cultures transfected with control siRNA, was then rescued by transfection with a specific anti-p53 siRNA (Figures 6B and 6C), further indicating a direct role for p53 in regulating the balance between differentiation and reserve cell generation. Interestingly, the decrease in the percentage of PAX7+/KI67– reserve cells caused by p53 knockdown in Nutiln-3-treated cultures was not due to a rescue of the number of proliferating (PAX7+/KI67+) myoblasts (Figure 6B), but to a decrease in differentiation. This suggests that Nutlin-3 promotes reserve cell generation via p53 by affecting directly the cell fate decision to either differentiate or become quiescent, rather than the earlier decision to either divide or exit the cell cycle.

**Figure 6:**
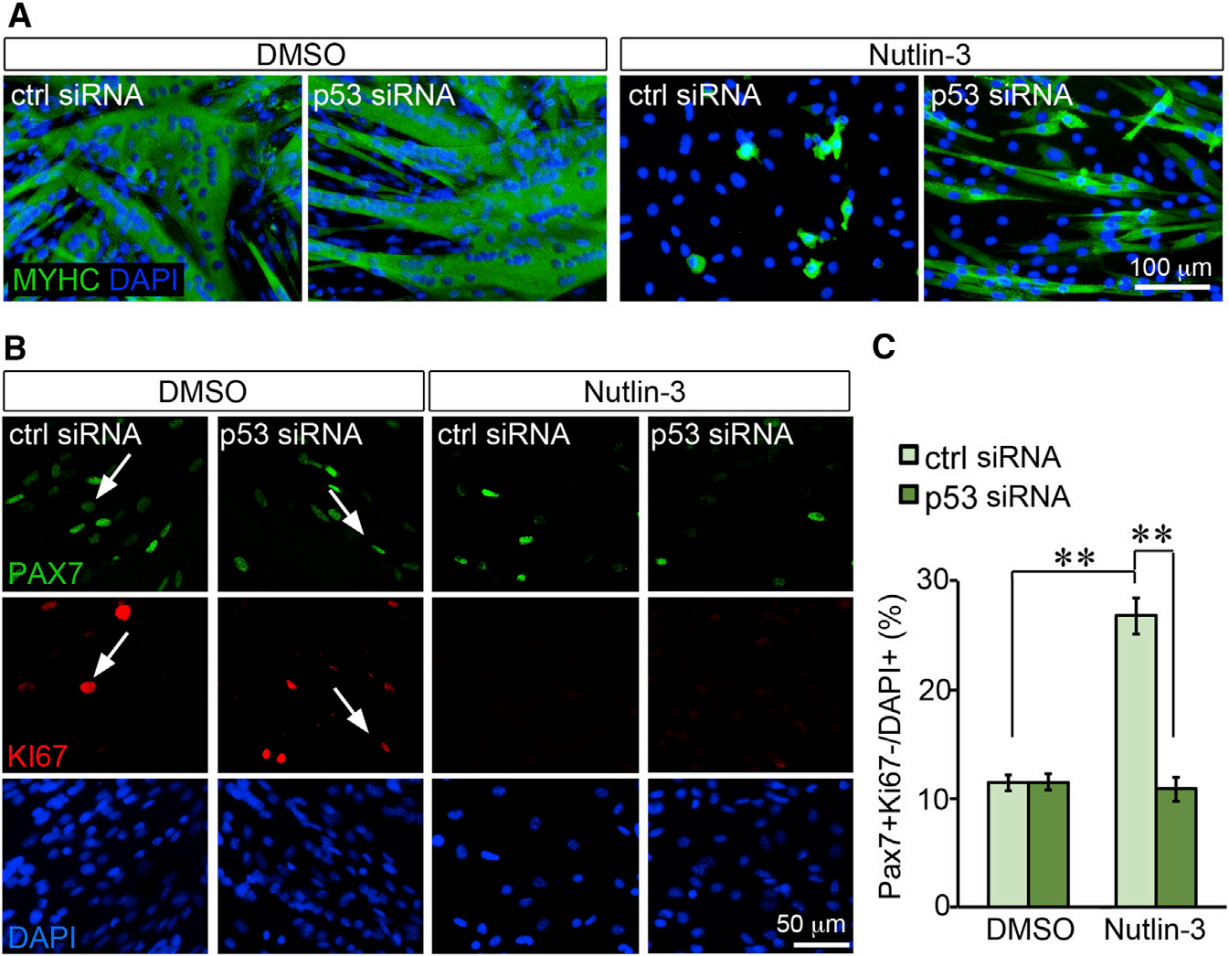
p53 Knockdown Rescues Reduced Differentiation and Increased Reserve Cell Generation in Myoblasts Treated with Nutlin-3 (A) Differentiation of C2C12 myoblasts is reduced by Nutlin-3 treatment and rescued by p53 knockdown. C2C12 myoblasts were transfected with either control or p53 siRNA, then maintained for 3 days in low serum supplemented with either DMSO or 20 μM Nutlin-3 prior to fixation and immunostaining to detect myosin heavy chain (MYHC, green) and DNA (DAPI, blue). (B) Reserve cell (PAX7+/KI67–) generation is increased by Nutlin-3 treatment and rescued by p53 knockdown. C2C12 myoblasts were transfected and cultured as in (A) prior to fixation and immunostaining to detect PAX7 (green), KI67 (red), and DNA (DAPI, blue). Arrows point to PAX7+/KI67+ cells. All PAX7+ cells not labeled by an arrow are KI67–. All KI67+ cells that are not labeled by an arrow are PAX7–. (C) Quantification of (B) where the average percentage of PAX7+/KI67– cells (over total DAPI+ cells) is calculated across 10–15 technical replicates for 3 independent experiments (N = 35) and plotted. Error bars are SEM. ^∗∗^p < 0.01.

## Discussion

In this study, we show that primary myoblasts cultured *ex vivo* carry out different transcriptional programs to regulate their cell fate transitions according to whether they are cultured in the presence or absence of their native niche. In the absence of the niche, the vast majority of myoblasts activate a transcriptional program dominated by *Erk1/2* downregulation and differentiate. In the presence of the niche, the transcriptional program is dominated by an upregulation of *Trp53*. Validation experiments revealed that a sustained p53 increase in myofiber-associated myoblasts is restricted to a subpopulation of cells that fail to differentiate. These myoblasts showing high levels of p53 are more rare in the absence of the niche, which is likely why p53 upregulation is not significantly detected in the transcriptomic analysis of the dispersed myoblasts. Thus, our data suggest that the presence of the niche leads to a greater percentage of myoblasts showing a sustained increase in p53 levels and associated fail to differentiate. We then used gain- and loss-of-function experiments in a culture context that promotes cell-cycle exit to determine the fate of these high p53 myoblasts that fail to differentiate, and showed that for the most part these myoblasts become quiescent. Our data therefore point toward p53 signaling as a regulator of the balance between differentiation and self-renewal: although a transient increase in p53 levels occurs in the early hours that precede differentiation and is likely necessary for cell-cycle exit, p53 must quickly return to basal levels upon cell-cycle exit in order for differentiation to occur (Figure 7). However, in some cells, p53 levels further increase and remain high over time, leading to differentiation inhibition and promotion of self-renewal (Figure 7). The latter process appears to be promoted when myogenesis occurs in the presence of the SC niche.

**Figure 7:**
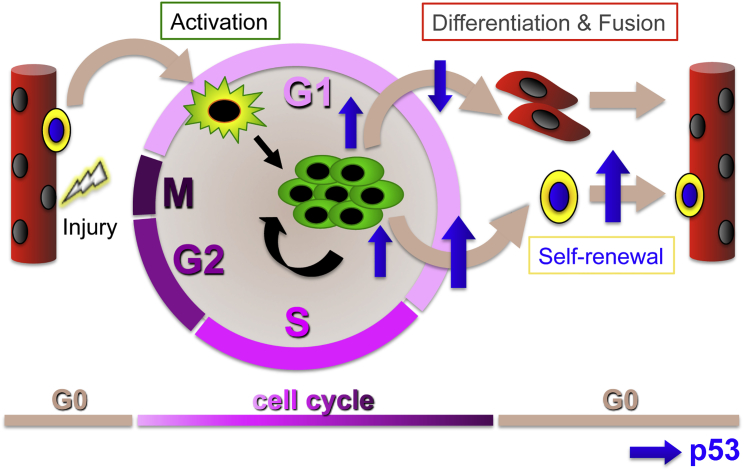
Schematic Representation of the Role of p53 in SC-Mediated Myogenesis In uninjured muscle (red myofiber on the left), SCs (oval yellow cell on the myofiber) are quiescent, in a reversible G0 phase of the cell cycle. Upon injury (bolt) SCs become activated and re-enter the cell cycle in G1 (yellow/green, star-shaped cell). At each division cycle the two daughter cells (myoblasts, green rounded cells) choose between three main fates: divide again (and complete the cell cycle), or exit the cell cycle and then either differentiate (red elongated cells), or become quiescent (again oval yellow cell). Although a transient increase in p53 levels (upward blue arrow) allows cell-cycle exit, p53 must return to basal levels in order for differentiation to proceed (downward blue arrow). In contrast, a further and sustained increase in p53 levels (larger upward blue arrow) leads to differentiation inhibition and promotion of self-renewal (return to a quiescent, undifferentiated state).

Our findings open up new questions regarding the molecular mechanisms that underlie p53-mediated regulation of the balance between differentiation and self-renewal. One possibility is that p53 regulates such balance via direct inhibition of myogenin expression (Yang et al., 2015) and consequently inhibition of differentiation, upregulation of PAX7, and activation of a program that resembles *in vivo* quiescence (Olguín and Olwin, 2004). By contrast, a direct upregulation of PAX7 by p53 appears unlikely (Yang et al., 2015). Interestingly, mice lacking the p53 target gene PW1 are born with fewer quiescent SCs (Nicolas et al., 2005). Since it is established that neonatal SCs are derived during development form MYOD+ myoblasts (Kanisicak et al., 2009), the finding that PW1 mutants lack quiescent SCs at birth further supports our view that p53 promotes generation of a population of quiescent SCs from proliferating myoblasts.

Although it had been previously shown that p53 inactivation via expression of a dominant-negative mutant decreases myoblast differentiation (Soddu et al., 1996) and that differentiation is decreased in primary *Trp53*^*−/−*^ myoblasts (Porrello et al., 2000), when we decreased p53 levels in myoblasts by transfecting a specific anti-p53 siRNA we did not observe altered differentiation in the absence of Nutlin-3. This might be due to the fact that we lowered serum levels prior to an effective knock down of p53 (the medium was switched only 3 hr after transfection). Indeed, also reserve cell generation was not affected by p53 knockdown in cultures that had not been treated with Nutlin-3. Thus, it is possible that a transient peak of p53 expression still occurred in cultures that had not been treated with Nutlin-3 prior to effective p53 knockdown by siRNA, thus ensuring a normal distribution between differentiation and quiescence. Vice versa, in cultures treated with Nutlin-3, p53 levels either rapidly increased in response to Nutlin-3 above the normal transient peak and remained high for the entire duration of the experiment (control siRNA), or, in the absence of Nutlin-3, were prevented from increasing further than the normal transient peak by p53 siRNA, and in this second case the distribution between differentiation and quiescence was maintained at basal levels. Thus, our data suggest that, after cell-cycle exit, the levels of p53 in the cell determine whether the cell is going to enter a terminal G0 phase and differentiate (p53 levels returning low; Figure 7), or whether the cell is going to remain in a reversible G0 phase and effectively renew the pool of undifferentiated, quiescent SCs (p53 levels further increasing and remaining high; Figure 7).

Overall our study supports a model whereby myogenic differentiation is the preferred fate choice once SCs have been removed from their anatomical niche and cultured as myoblasts, whereas the presence of the niche provides signals that promote quiescence and self-renewal via multiple mechanisms, one of which leads to p53 upregulation. Further research is necessary in order to identify the molecular mechanisms through which the SC niche regulates p53 protein levels in myoblasts; however, our results strongly support the notion that p53 plays an important physiological role in muscle stem cell biology.

## Experimental Procedures

### Mice

Male C57Bl/6J mice were purchased from Charles River and housed until used (at 12–13 weeks of age) in a pathogen-free facility at the University of Liverpool, in accordance with the Animals (Scientific Procedures) Act 1986 and the EU Directive 2010/63/EU, and after local ethical review and approval by the Animal Welfare and Ethical Review Body.

### Myofiber Cultures

Single myofibers were isolated and cultured as described previously (Pisconti et al., 2016). Further details can be found in Supplemental Experimental Procedures.

### Primary Dispersed Myoblast Cultures

Dispersed myoblasts were prepared and cultured as described previously (Pisconti et al., 2010). Further details can be found in Supplemental Experimental Procedures.

### C2C12 Cell Cultures

C2C12 myoblasts (Yaffe and Saxel, 1977) were cultured as described previously (Arecco et al., 2016). Further details can be found in Supplemental Experimental Procedures.

### Immunofluorescence

Myofibers, dispersed primary, and C2C12 myoblasts were fixed for either 20 min (myofibers) or 10 min (primary and C2C12 myoblasts) at room temperature with 4% paraformaldehyde prior to being processed for immunofluorescence as described previously (Pisconti et al., 2016). For a list of primary and secondary antibodies, the concentrations used and microscopy details, refer to Supplemental Experimental Procedures.

### Isolation of Myoblasts from Myofiber Cultures

Forty-eight and 72 hr after isolation, myofibers were collected, washed twice with PBS, always collecting the supernatant which contained loosely attached myoblasts, then treated with 0.05% trypsin for 10 min at 37°C. The action of trypsin was then stopped by addition of 2 volumes of primary SC growth medium and the myofibers separated from stripped myoblasts by centrifugation (3 min at 100 × *g*): the supernatant was collected and combined with the two previous PBS washes. Myoblasts were then collected by centrifugation at 500 × *g*, the pellet washed once in PBS, and then immediately lysed in RLT buffer (RNeasy Kit, QIAGEN). This method yielded highly pure preparations of myofiber-associated myoblasts (Figures S6A–S6E) and high-quality RNA (Figures S6F and S6G), which did not contain contaminant RNA from the myofiber (see Supplemental Information for details).

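A list of 19 genes with high expression in adult muscle fibers was measured on the same arrays as the other genes. All 19 were higher in myofiber-associated than in dispersed myoblasts at 48 hr, by a median of 6.2 on the log2 scale, and for none of the 19 did the 4 values of 1 culture overlap those of the other, a separation in either direction that chance gives for 2.86% of genes with equal expression. At 72 hr the median was 5.94. Each culture has a slide of its own, and the 6 spike-in RNAs above the minimum signal on both slides were lower on the myofiber-associated slide, with a median log2 difference of -1.30. The mean log2 signal of the 19 genes was 16.4 ± 0.427 at 48 hr and 14.5 ± 1.29 at 72 hr in myofiber-associated myoblasts (SD, n = 4 arrays), and 10.0 ± 0.527 and 8.77 ± 0.268 in dispersed myoblasts. Tnni2 had mean log2 signals of 18.7 and 17.6 in myofiber-associated and 13.4 and 11.8 in dispersed myoblasts, and Myh4 18.3 and 17.3 against 12.6 and 10.3. Ckm had 17.4 and 15.3 against 9.74 and 7.49. Between 48 and 72 hr the median log2 change of the 19 genes was -2.06 in myofiber-associated myoblasts, with all 19 lower (fry adjusted p = 0.0539; each gene's limma adjusted p 0.0285 to 0.117, so that none passed, over all genes or adjusted over the list alone). It was -1.81 in dispersed myoblasts, with 16 lower (fry adjusted p = 0.0119), 10 past the threshold and 12 adjusted over the list alone. The difference between the cultures had a median of 0.60 (fry adjusted p = 0.602).

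**Figure D4:**
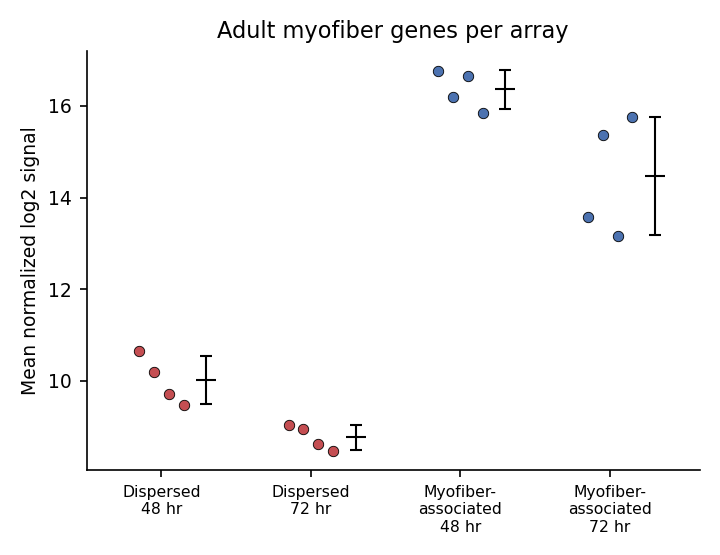
Mean normalized log2 signal of 19 adult muscle fiber genes on each array, 4 per culture and time point; the bar beside each group of points is the mean with its SD. All 8 myofiber-associated arrays (blue) lie above all 8 dispersed arrays (red).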

### RNA Extraction and Quality Control

RNA was extracted using the RNeasy Kit (QIAGEN) according to the manufacturer’s instructions. The quality and concentration of the RNA was assessed using a Bioanalyzer (Agilent 2100, Agilent) or a Nanodrop (Thermo Fisher).

### Microarrays

Sample labeling and microarray hybridizations were carried out according to Agilent's One-Colour Microarray-Based Gene Expression Analysis Protocol, v.6.6 (manual part number G4140-90040). Further details can be found in the Supplemental Experimental Procedures. Raw microarray data are available from the GEO public depository under the accession number: GEO: GSE109052.

### Microarray Analysis

Raw Agilent text files were read using the read. Agilent function in the marray R package (Yang, Paquet, and Dudoit, Exploratory analysis for two-color spotted microarray data. R package v.1.50.0. http://www.maths.usyd.edu.au/u/jeany/). Data were background corrected and loess normalized (using the normalizeWithinArrays function within the Limma package, followed by a quantile normalization using the normalizeBetweenArrays function) against their respective 48-hr data point to allow for a direct comparison between the two culture systems at both time points. Data were then summarized at the gene level by first averaging identical probes and then selecting a representative probe per gene name that showed the highest average intensity across the dataset. Genes with a median intensity level <5 across all arrays were removed. Differentially expressed genes were identified using the samr package (Tusher et al., 2001) for each of the three comparisons: (1) 72 versus 48 hr myofiber-associated myoblasts (Figure S2A), (2) 72 versus 48 hr dispersed myoblasts (Figure S2B), and (3) 72 hr/48 hr dispersed versus 72 hr/48 hr myofiber-associated myoblasts (Figure S2C). Genes significant at 1% FDR in each comparison were extracted and used for further analysis.

### Manual Annotation of Gene Families Involved in Myogenesis

Gene families involved in myogenesis were identified manually via screening of literature published in PubMed between 01/01/1986 and 01/01/2016. A gene family was annotated as being involved in myogenesis when at least one member of the family was described as involved in myogenesis in at least one peer-reviewed publication. This list included but was not limited to: myogenesis regulatory factors, Pax genes, skeletal muscle sarcomeric proteins, various extracellular matrix components, calcitonin receptor, Wnt pathway, Notch pathway, receptor tyrosine kinase pathways (fibroblast growth factor, hepathocyte growth factor, epidermal growth factor, insulin growth factor, etc.), transforming growth factor β family pathways, interleukins, cytokines, chemokines, mitogen-activated protein kinases, p53 family, cyclins, cyclin-dependent kinases, etc. The comparative analysis filtered through this manually curated list is reported in full in Table S3.

### Transfection

Myofiber and C2C12 cell cultures were transfected as described previously (Ghadiali et al., 2016). Further details can be found in Supplemental Experimental Procedures.

### Western Blotting

Primary and C2C12 myoblasts were lysed in modified RIPA buffer (50 mM Tris-HCl [pH 7.5], 150 mM NaCl, 1% IGEPAL, 0.5% SDS, and 0.1% sodium deoxycholate) and western blotting performed as described previously (Arecco et al., 2016). A list of primary and secondary antibodies and concentrations used can be found in the Supplemental Experimental Procedures. Quantitative analysis of western blots was performed using the “Analyze Gel” function of ImageJ.

### Statistical Analysis of Cell and Biochemistry Experiments

Experiments shown in Figures 3, 4, 5, and 6 were statistically analyzed using a t test as the data distributed normally. A p value < 0.05 was considered significant.

## Author Contributions

V.F. designed and performed experiments shown in Figures 1, 2, and S2. R.S.G. designed and performed experiments shown in Figures 4 and S3. P.A. performed the microarray analysis and the CR analysis. A.R. performed experiments shown in Figure 5. J.E.T. contributed to experimental design. A.P. contributed to experimental design and execution throughout the study and drafted the manuscript. All authors contributed to manuscript preparation by providing critical feedback.

How the deposited data were processed for this re-analysis (not part of the article)

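RNA of 16 samples was measured on one-color Agilent mouse arrays: dispersed and myofiber-associated myoblasts at 48 and 72 hr, 4 arrays each. For the scanner files, the authors deposited each spot's signal as fluorescence intensity, background-corrected by the scanner software per the file headers. In the series table the authors deposited log2 ratios of each 72-hr array to the mean of its culture's 48-hr arrays, which the paper describes as loess- and quantile-normalized. That table has 8 columns and 20318 genes with no missing value. Across genes its mean log2 ratios correlate with the changes computed from the scanner files with a Pearson's r of 0.988 in dispersed and 0.983 in myofiber-associated myoblasts. The replicate numbers do not link the 48- and 72-hr arrays.

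The binary logarithm of the scanner's processed signal was taken, and spots that the software called outliers were left out. Each array was loess-normalized (span 0.3, 4 iterations) to the mean of the 48-hr arrays of its culture, and the 16 arrays were then quantile-normalized. Identical probes were averaged and the probe with the highest mean stood for its gene. A gene was tested if its median log2 signal was at least 5. Signal over background limits what can be measured, and with 4 arrays per group the median SD of a gene was 0.09 to 0.22. For a gene above background on no array of a group, a lower bound on the fold was computed against the 99th percentile of the log2 signal of the probes not well above background on each array, a limit that was set after results were seen.

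Times were compared within each culture, on 8 arrays, with limma (moderated t, two-sided), and the difference between the cultures (CR) as the interaction on 16 arrays. Adjusted p are Benjamini-Hochberg over all genes, with a threshold of 0.01. Single genes were also compared with exact permutation tests, two-sided. Gene lists were tested two-sided with fry, with adjustment over the lists of a comparison and a threshold of 0.05, and with camera. Under camera's preset correlation fewer lists passed in dispersed and myofiber-associated myoblasts than under fry, and with an estimated correlation none did. The lists were written by hand before the data were examined, as were the comparisons, thresholds, alternatives and the rule for naming genes. Lists of interferon-stimulated genes and of developmental muscle genes were added later.

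The lists cover genes named in the paper (differentiation, self-renewal, others), targets of p53, ERK and Notch, hypoxia, proliferation, muscle differentiation, chemokines, the 15 pathways, endothelial cells, leukocytes, mast cells, fibroblasts, pericytes, Schwann cells, adipocytes, tenocytes and adult muscle fibers. The named genes are those that the paper names in its microarray results, 1 of which is not reported here. Added to them are the 3 largest rises and 3 largest falls of each comparison, among genes past the threshold whose 2 time points do not overlap (for the CR, in at least 1 culture) and that are well above background on every array of a group. Names without a gene symbol in use, such as RIKEN clones, were passed over. The genes labeled in Figures 1E and 1F were read by eye, and give a tally of directions and no test.

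The alternatives were: normexp background correction (offset 50), scaling to the 75th percentile, quantile normalization alone, no filter on low signal, a filter on signal well above background, the mean of all probes per gene, the slide row as a block, one fit of all 16 arrays, a SAM-type permutation test, a SAM-type test of the 72-hr ratios, the authors' deposited table, each array left out in turn, and camera with estimated correlation. The samr package that the paper used was not used here, and the SAM-type test was written anew. On simulated data with 200 changed genes, limma recovered 89.0% of them in dispersed myoblasts, 69.5% in myofiber-associated myoblasts and 69.0% for the CR, with 1.11%, 1.42% and 2.82% of its calls false. Of 100 random lists in the same data, fry passed 11, 6 and 9 at an unadjusted p under 0.05 and none after adjustment over the lists. These lists held only unchanged genes with independent noise. They do not test lists of correlated genes, or lists drawn from data in which many genes change. R 4.3.3, limma 3.58.1, data.table 1.17.8, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used. IPA, enrichment of GO terms and the supplementary tables were not used here, nor were the protein, siRNA and drug experiments.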

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

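The tests of the differentiation genes and of non-myogenic cells as the whole cause, of muscle fiber RNA against Trp53 and the self-renewal genes, of these against the proliferation genes, of the slides and of developmental muscle genes were chosen only after results were seen.

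On 1 array each, a gene lay far from the other 3 of its group. Hey1 was 10.6 on myofiber-associated 48-hr replicate 9 (others 11.2 to 11.28), and without it changed by -0.45 there. Il6 was 13.4 on the pooled 48-hr array (others 12.09 to 12.26), and without it its CR passed the threshold (2.25, adjusted p = 0.00776; 0.000963 to 0.0263 without 1 array). Of 116 groups tested 2 had such an array, where chance gives about 5.8. No biological explanation was tested.

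The change over time differed between the cultures, by the interaction test, for Myog (log2 CR 4.55, adjusted p = 0.000481), Myl3 (4.06, 0.00529) and Myom3 (3.85, 0.000269), and for Myl2 (2.51, 0.00506) and Nppb (4.14, 0.00328). Culture and slide cannot be told apart. Loss of leftover muscle fiber RNA from the myofiber-associated preparations could lower muscle genes there. Adult muscle fiber genes were lower at 72 hr (fry adjusted p = 0.0539, all 19 lower), short of the threshold, which leaves this open. As the whole cause it is argued against by the 7 differentiation genes. These rose as a set in dispersed myoblasts (fry adjusted p = 0.00187), with 5 higher and 2 lower. The study chose these genes on these samples, which limits the argument. It does not cover Myl3 (log2 change -1.46) and Myl2 (-1.63), which fell in dispersed myoblasts. None of the 7 is in the adult muscle fiber list. A different effect of the cultures on differentiation stays open too. Of 12 developmental muscle genes, 9 rose in myofiber-associated myoblasts (median log2 change 1.16) and 11 in dispersed myoblasts (1.11). The difference between the cultures was not tested on this list.

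The self-renewal genes Cxcr4 (-1.69), Notch3 (-1.71), Pax7 (-1.49), Hey1 (-1.54), Jam2 (-1.16) and Sdc3 (-1.17) also differed between the cultures, as did Sox8 (-2.73). Loss of non-myogenic cells from the dispersed cultures might lower such genes there. Of the pericyte, Schwann cell, fibroblast, endothelial and leukocyte lists, set with the comparisons, 4 of 5 fell as a set in dispersed myoblasts. In myofiber-associated myoblasts 4 of 5 fell as a set too: pericyte (-0.88), Schwann cell (-0.59), fibroblast (-1.10) and endothelial genes (-2.07). For the CR none of the 5 passed (fry adjusted p 0.222 to 0.969). Their CR medians were above 0 (0.0944 to 1.02), the means of pericyte (-0.226) and Schwann cell genes (-0.092) below 0, and fry's direction was down for these 2 and leukocytes, so these values leave such a loss open. As the whole cause it is argued against by the rise of the 9 genes as a set in myofiber-associated myoblasts (median 1.26, 8 higher and 1 lower). The study chose these 9 genes on these samples, which limits this argument. It does not cover Hey1, which changed by -0.28 in myofiber-associated and by -1.82 in dispersed myoblasts. Nor does it cover Cdc42, which changed by 0.03 in myofiber-associated myoblasts. A lower share of muscle fiber RNA at 72 hr might raise every transcript of the myoblasts. The mean of the 9 genes had an r of -0.729 with the adult muscle fiber genes over 8 arrays (exact permutation p = 0.0365, two-sided, 0.0631 adjusted over 7 relations), and 17.9% of all genes had an r under -0.7, which leaves it open as a part of the rise. Proliferation genes, which it would raise alike, test it as the whole cause only if their levels within the myoblasts held steady. The mean of the 9 genes rose by 0.678 more than that of 31 proliferation genes (SE 0.0681, 0.64 to 0.731 without 1 array). The exact permutation p was 0.0286, two-sided, the smallest that 4 against 4 arrays allow. The paper proposes that the myoblasts prepare to leave the cell cycle in this window, and lower proliferation genes in the cells would widen the gap. The study also chose the 9 genes on these samples. The gap therefore does not decide whether the lower share is the whole cause. A rise of these genes other than Hey1 within the cells stays open.

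The change of Trp53 differed between the cultures (-0.67, adjusted p = 0.00784), and passed in 5 of 8 alternatives (0.00306 to 0.0149) and in 3 of the 16 fits without 1 array. For its rise in myofiber-associated myoblasts, higher p53 activity was tested on 24 target genes (fry adjusted p = 0.109) and the muscle fiber RNA share on its r of -0.750 with the adult genes (exact permutation p = 0.0885, two-sided, 0.0972 adjusted over 7 relations). Neither passed, so these cannot be told apart here; the niche that the design compares may act as well.

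Among the genes with the largest changes, Diras2 (-4.61), Plekhs1 (-3.95), Aldh1a7 (-3.85) and Dynap (-2.82) differed between the cultures. Aldh1a7 was above background on no myofiber-associated 48-hr array, and Plekhs1 on 2 of 4 of these and 1 of 4 dispersed 72-hr arrays, so the size of these 2 CRs is uncertain. Of the lists, Notch targets (median -0.323), hypoxia (0.313), chemokines (0.532), G1/S checkpoint (-0.134) and CDC42 signaling (-0.157) did so in fry, and none in camera with estimated correlation (3 lists at an unadjusted p under 0.05). Over 8 alternatives chemokines passed in 2 (adjusted p 0.0161 to 0.487), G1/S checkpoint in 5 (0.0383 to 0.916), CDC42 signaling in 5 (0.0234 to 0.916), Notch targets in 6 (0.00475 to 0.703) and hypoxia in 7 (0.000233 to 0.0787). Hypoxia genes had a median of -0.49 in myofiber-associated (fry adjusted p = 0.000719) and 0.03, with a mean of -0.07, in dispersed myoblasts (0.809); 8 of 19 had a CR above 1 adjusted over the list alone and 1 over all genes. No explanation was tested for these. Of 100 splits of the arrays drawn for the 705 genes, 2 gave as many, the real one included. Most splits move the changes over time into the spread, so this does not test chance for the CR.

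In genes that the paper's main text does not discuss, adult muscle fiber genes were higher at 48 hr on the myofiber-associated arrays, by a median of 6.2 on the log2 scale. A difference between the slides or scans is argued against by the spike-in RNAs, which were lower on that slide (-1.3). More advanced differentiation might raise them, and developmental muscle genes had a median of 0.769, with 7 of 12 higher and 5 lower, which does not decide. The paper states that the preparations held no RNA from the fibers. Muscle fiber RNA carried over with the stripped cells is a candidate source; this and more advanced differentiation cannot be told apart here. The adult list shares 6 genes with the 39 muscle differentiation genes.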

How the results depend on the processing

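All of the alternatives below were set with the comparisons; the 1 added after the data were seen, all 10 spike-in RNAs in place of those above the minimum signal, is given with the other observations. No paired analysis was possible because no replicate number is shared between the 48- and 72-hr arrays of a culture.

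With no filter on low signal, 467 genes changed in myofiber-associated myoblasts, and the CR was above 1 for 130 and below 1 for 282. The correlation of the fold changes was 0.379, over the same values with the genes of low signal added, so that these genes lowered it. More genes were tested (34836), which can raise the adjusted p. With normexp as many were tested, and 851 genes changed in myofiber-associated myoblasts, with CR counts of 206 and 486. The number tested may therefore not account for the lower counts. With the slide row as a block, 572 genes changed in myofiber-associated myoblasts. In one fit of all 16 arrays, which shares 1 variance between the cultures, 999 genes changed in dispersed and 5786 in myofiber-associated myoblasts. There Mapk3 in dispersed myoblasts (-0.35, adjusted p = 0.0525; 0.000417 to 0.0525 over its alternatives) no longer passed and Trp53 in myofiber-associated myoblasts (0.61, adjusted p = 0.000284; 0.000284 to 0.0223 over its alternatives) passed. The SAM-type test called 4990 and 5428 genes, all of limma's among them, and on the 72-hr ratios 3885 and 5133 for a CR above and below 1. The deposited table gave 3788 genes in myofiber-associated myoblasts, a CR above 1 for 1646 and below 1 for 2178, and Trp53 past the threshold (0.60, adjusted p = 0.00689). The 72-hr ratios and the deposited table leave out the spread of the 48-hr arrays. For the other settings the cause was not tested.

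The list of other genes that the paper names changed the sign of its mean with normexp, in myofiber-associated myoblasts (-0.00849, from 0.19) and for the CR (0.0977, from -0.10), and for the CR in the deposited table (0.0223). The integrin list changed sign in myofiber-associated myoblasts with the mean of all probes (-0.0154) and in the deposited table (-0.0167), from 0.01. The cause was not tested.

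Leaving out 1 array at a time gave 1665 to 2508 genes in dispersed myoblasts, lowest without 48-hr replicate 2, and 232 to 1993 in myofiber-associated myoblasts, lowest without 48-hr replicate 7 and highest without the pooled 48-hr array. The CR was above 1 for 84 to 1020 genes and below 1 for 211 to 1349, lowest without dispersed 72-hr replicate 6 and highest without the pooled array. Trp53 in myofiber-associated myoblasts changed by 0.56 to 0.68. Fewer arrays raise the adjusted p, and the 2 arrays whose loss raised the counts in myofiber-associated myoblasts were the pooled array and 72-hr replicate 4 (1394).

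Apart from leaving out arrays, 25 counts stayed within 1.5 times their value and 13 did not, and 894 tests of single genes kept their direction and side of the threshold, 57 came to pass and 34 ceased to. Among the tests of lists these numbers were 697, 9 and 81, with the 5 changes of sign above, and 51 of the 81 came from camera with estimated correlation. Without 1 array 10 counts stayed within that range and 38 did not, and 1074 tests of single genes kept their side, 32 came to pass and 110 ceased to. Signal over background limits Nebl, Myh3 and Aldh1a7, which have a group with no array above background.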

Differences from the paper's values

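No test here was chosen after the results were seen. For dispersed myoblasts the paper gives 1810 genes changed between 48 and 72 hr, and 2791 were found here. The counts came within 1.5 times the paper's with no filter on low signal (2052), the filter on well above background (2661), the mean of all probes (2551) and each array left out (1665 to 2508), and with none of the other alternatives set before the data were examined. For myofiber-associated myoblasts the paper gives 1999 and 1115 were found; without 72-hr replicate 4 (1394) and without the pooled 48-hr array (1993) the counts came within that range, and under no other alternative.

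For the CR the paper gives 2583 genes above 1 and 3120 below 1, against 223 and 482 here. The count below 1 came within 1.5 times the paper's in the deposited table (2178) and under no other alternative, and the count above 1 under none.

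The paper has most pathways move in opposite directions in the 2 cultures; 14 of 15 lists had medians of the same sign in both, by hand-written lists and not IPA scores. It places integrin signaling lower in dispersed myoblasts, where the median was 0.08. It places cyclin and G2/M transition signaling lower in myofiber-associated myoblasts, where the medians were 0.37 and 0.44. It has 6 growth pathways rise in myofiber-associated and fall in dispersed myoblasts. HGF (-0.16 and -0.04) and PDGF signaling (-0.25 and -0.05) had medians below 0 in both, ILK, P70S6K and CDC42 signaling above 0 in both, and CREB signaling -0.05 and 0.095. It has G1/S checkpoint regulation and GDNF signaling activated in myofiber-associated and not in dispersed myoblasts, and the medians were 0.21 and 0.11, and -0.04 and -0.01.

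The paper has the differentiation genes increase in dispersed and not in myofiber-associated myoblasts. Myl3 (-1.46) and Postn (-0.69) were lower in dispersed myoblasts. It has the self-renewal genes increase in myofiber-associated and not in dispersed myoblasts. Jam2 rose in both cultures, Hey1 was lower in both and Cdc42 changed by 0.03 in myofiber-associated myoblasts (adjusted p = 0.814).

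Trp53, which the paper calls higher in myofiber-associated myoblasts, had an adjusted p of 0.0118. It passed in one fit of all 16 arrays, in the deposited table, in the SAM-type test and without 72-hr replicate 4. The CRs of Lmod3, Ttn, Colq, Col18a1, Notch1, Il6, Nos1 and Postn did not pass. All 8 passed in the deposited table and in the SAM-type test of the 72-hr ratios. Notch1 also passed with the slide row as a block, and Il6 with that block and with scaling to the 75th percentile. Apart from Postn, each also passed without the pooled array, and all of these but Notch1 without myofiber-associated 72-hr replicate 4. Lmod3, Col18a1 and Nos1 passed too without 72-hr replicate 2, and Notch1 without dispersed 48-hr replicate 3. Cdc42 passed under none of these.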

Other observations

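The tests of interferon-stimulated genes, the fit with the muscle fiber score and the use of all 10 spike-in RNAs were chosen only after results were seen.

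For the genes of Figure 1E that were lower in dispersed myoblasts, loss of endothelial cells is a candidate source. A list of 22 endothelial genes, none in the figure, had a median log2 change of -1.42, and its abundant members fell in mean log2 signal, Egfl7 from 16.1 to 14.7 and Cdh5 from 12.9 to 11.5. Lower output of the ERK pathway was tested on 18 induced genes, which moved up (fry adjusted p = 6.48e-05; 0.343 in camera with estimated correlation); with 11 higher and 7 lower this does not decide, and lower ERK output cannot be told apart from unchanged output.

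Array position, labeling or scanning as the source of the changes over time is argued against by the spike-in RNAs: the SD of all genes' changes was 23.5 times theirs in dispersed and 11.3 times in myofiber-associated myoblasts, over the 7 and 6 of 10 RNAs above the minimum signal that the genes had to reach. Over all 10, with RNAs near background, it was 16 and 2.73 times theirs. Chance can be excluded as well, at the smallest share that the 35 groupings of 4 against 4 arrays allow: 1, the real one, gave as many genes in dispersed myoblasts, and likewise 1 of 35 in myofiber-associated myoblasts.

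Ifi44 and Ifit3 were among the largest falls in dispersed myoblasts, which may come from a lower interferon response at 72 hr. A list of 14 measured genes, made after a first list's result was seen, had a median of -1.18, with 14 of 14 lower and 13 past the threshold (fry p = 1.4e-05, camera with estimated correlation p = 0.0295, unadjusted). In myofiber-associated myoblasts its median was -0.84, with 13 of 14 lower and 3 past the threshold, and for the CR it was -0.341, with 1 past the threshold. The first list, 24 genes measured, had a median of -1.88 in dispersed myoblasts, with 24 of 24 lower and 21 past the threshold.

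With the adult muscle fiber score as a covariate, 57 genes changed in myofiber-associated myoblasts, 54 of them among the 1115, and Trp53 changed by 0.38 (SE 0.14, limma adjusted p = 0.276). None of the self-renewal genes passed in this fit. Their largest changes were 1.50 in Jam2 (adjusted p = 0.0176), 1.34 in Pax7 (0.0214) and 1.06 in Notch3 (0.0654). Notch1 went from 0.63 to -0.06 (adjusted p = 0.962). Of the differentiation genes, Lmod3 went from -2.23 to -0.19, Colq from -2.05 to -0.43, Ttn from -1.28 to -0.33 and Myog from -0.64 to 0.66. Myl3 went from -5.53 to -5.05, Myom3 from -0.89 to -0.60 and Postn from -1.38 to -2.05. None of these passed the threshold in this fit. The score and time are confounded.

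In dispersed myoblasts the medians were -0.75 for leukocyte (fry adjusted p = 0.0156), -1.77 for mast cell (0.00133), -0.13 for fibroblast (0.00594), -0.66 for pericyte (0.292), -0.996 for Schwann cell (0.00177) and 0.04, with a mean of -0.12, for tenocyte genes (0.0189, upward). In myofiber-associated myoblasts they were -0.45 (0.115), -2.17 (0.0208), -1.10 (0.00917), -0.88 (0.037), -0.59 (0.0422) and -0.80 (0.144), and -2.07 for endothelial genes (0.00567). For the CR the fry adjusted p of these 7 lists was 0.164 to 0.969. The 1 adipocyte gene measured changed by -1.72 and -0.595. The 9 other genes that the paper names had medians of 0.08 (fry adjusted p = 0.0858) and 0.44 (0.0097), and of -0.28 for the CR (0.0418). Myf5 rose by 0.31 in dispersed myoblasts (adjusted p = 0.00988), past the threshold in none of the 8 fits without 1 array, and Myod1 by 0.44 (adjusted p = 0.025).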
